# Gene networks activated by specific patterns of action potentials in dorsal root ganglia neurons

**DOI:** 10.1038/srep43765

**Published:** 2017-03-03

**Authors:** Philip R. Lee, Jonathan E. Cohen, Dumitru A. Iacobas, Sanda Iacobas, R. Douglas Fields

## Abstract

Gene regulatory networks underlie the long-term changes in cell specification, growth of synaptic connections, and adaptation that occur throughout neonatal and postnatal life. Here we show that the transcriptional response in neurons is exquisitely sensitive to the temporal nature of action potential firing patterns. Neurons were electrically stimulated with the same number of action potentials, but with different inter-burst intervals. We found that these subtle alterations in the timing of action potential firing differentially regulates hundreds of genes, across many functional categories, through the activation or repression of distinct transcriptional networks. Our results demonstrate that the transcriptional response in neurons to environmental stimuli, coded in the pattern of action potential firing, can be very sensitive to the temporal nature of action potential delivery rather than the intensity of stimulation or the total number of action potentials delivered. These data identify temporal kinetics of action potential firing as critical components regulating intracellular signalling pathways and gene expression in neurons to extracellular cues during early development and throughout life.

Adaptation in the nervous system in response to external stimuli requires synthesis of new gene products in order to elicit long lasting changes in processes such as development, response to injury, learning, and memory^1^. Information in the environment is coded in the pattern of action-potential firing, therefore gene transcription must be regulated by the pattern of neuronal firing. Such transcriptional regulation is unique to neurons. The mechanisms that could be responsible for regulating gene expression by the temporal pattern of neuronal firing are largely unknown. Whether such regulation is limited to a few genes having special properties or extends to large numbers of genes by virtue of the dynamic response of intracellular signalling networks and cellular systems influencing transcription is unknown. How responsive the transcriptome is to very subtle alterations in patterns of action potentials remains an open, important question. There is very little data on the genomic response to the temporal features of action potential firing, where timing of action potential bursting is variable and the total delivery of action potentials over a given time period constant. Pharmacological manipulations, e.g., kainate^2^,^3^, pilocarpine^4^, NMDA^5^,^6^, KCl^7^, bicuculline^8^ and BDNF^7^ have been used to induce membrane depolarization followed by transcriptome analysis. These studies have detailed differential mRNA abundance, transcription factor regulation, regulatory sequences, chromatin occupancy of gene regulatory sites, and gene networks activated or repressed in neurons upon stimulation. However, a pharmacological approach induces stimulation that lacks temporal control of action potential firing patterns, which is critical during neural development and plasticity^6^,^8^,^9^. In contrast, altering the pattern of the same number of action potentials by using electrical stimulation produces a more naturalistic stimulus required to address the question of whether the abundance of RNAs and transcriptional networks are differentially sensitive to neuronal firing patterns.

We hypothesized that the temporal dynamics of action potentials would regulate the expression of hundreds of genes across broad functional categories^10^. In order to test the hypothesis that global mRNA abundance in neurons is dependent upon the specific pattern of action potential firing, mouse DRG neurons were electrically stimulated in cell culture with two distinct patterns of activation. These two patterns delivered the same total number of action potentials, but they were grouped into two different durations of firing at 10 Hz with different inter-burst intervals. These firing patterns are within the normal range of action potential firing in DRG neurons. Action potentials were delivered at a frequency of 10 Hz in 1.8 second bursts, repeated at 1 min intervals, or stimulated in 9 second bursts, repeated at 5 min intervals (termed 18/1 and 90/5 respectively). Stimulation was delivered for 2 or 5 hr and the abundance of 39,430 mRNA transcripts were compared with unstimulated neurons. DRG neurons were chosen for this study because they have no dendrites and do not form synapses (autapses) with other DRG neurons *in vivo* or in monoculture. Therefore action potential firing pattern could be controlled by electrical stimulation without complications of neural circuit activity mediated by synaptic connections and neurotransmitters.

Membrane depolarization and action-potential dependent Ca^2+^ influx by voltage-gated channels serve as the primary mechanism coupling neural activity and control of transcription, transport, and stability of mRNAs in neurons^11^,^12^. (In synaptic networks, NMDA receptor and other signalling pathways are also important in excitation-transcription coupling^13^,^14^, and local submembranous Ca^2+^ levels can be appreciable in the absence of measurable changes in cytoplasmic Ca^2+^). We previously reported the magnitude and temporal kinetics of intracellular Ca^2+^ responses evoked in DRG neurons by both of these stimulus patterns (18/1 and 90/5) and also found that levels of the immediate early gene (IEG) c*-fos* did not correlate with the magnitude of the evoked intracellular Ca^2+^ transient, but instead correlated inversely with the interval of time between bursts of action potentials^15^. Even a series of single action potentials can drive expression of c-*fos* if they are delivered at an appropriate interval (10 seconds)^16^. This suggested that gene expression is differentially regulated by differences in temporal dynamics of activation and inactivation of discrete/dissimilar sets of molecules within intracellular signalling networks that ultimately determine gene transcription or degradation of mRNA transcripts. In support of this hypothesis, MAPK phosphorylation, which is an important element in the signalling cascade linking membrane depolarization to gene transcription through intracellular Ca^2+^ fluxes, and phosphorylation of the transcription factor cAMP-response element binding protein (CREB), showed markedly different responses to these two patterns of stimulation^15^. MAPK is activated strongly by the 18/1 pattern of action potential firing, but not by the 90/5 pattern, whereas the transcription factor CREB is activated by both temporal patterns^15^. Thus expression level of specific genes that are influenced differentially by these two molecules should be selectively regulated by these two patterns of impulse firing. This hypothesis is tested here by genome-wide transcriptome analysis of all mRNAs. By extension, many other genes may be differentially regulated by temporal responses of different components in the intracellular signalling network beyond those regulated by CREB or MAPK.

Our results demonstrate that the abundance of hundreds of mRNAs in neurons across many functional gene categories can be modulated by the temporal pattern of neuronal firing. We identified functional gene categories and regulatory sequences in DNA that control activation and repression of these genes differentially in response to these two patterns of action potential firing. These genes include not only IEGs known to be responsive to action potential firing, but also categories of genes involved in neurite outgrowth, nervous system development, plasticity, and other neuronal functions.

## Results

### Temporal control of gene-regulatory networks by specific patterns of AP firing

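Total RNA from cultured mouse dorsal root ganglion (DRG) neurons was hybridized to 10 Agilent mouse arrays, glass slides carrying short DNA probes for each transcript, which were read in the colours Cy3 and Cy5. Each array held 2 samples of the same condition, 1 in each colour. There were 5 conditions with 4 samples on 2 arrays each: unstimulated neurons, and neurons stimulated with bursts of 18 action potentials at intervals of 1 min (18/1) or bursts of 90 at intervals of 5 min (90/5), for 2 hr or 5 hr. The paper's methods describe each condition as coming from 5 pooled cultures and do not say whether this holds for each sample. The arrays lay on 3 slides. Slide 1 held the unstimulated samples (arrays 1 and 2) and the 18/1 2 hr samples (arrays 3 and 4), slide 2 held the 18/1 5 hr samples (arrays 5 and 6) and the 90/5 2 hr samples (arrays 7 and 8), and slide 3 held the 90/5 5 hr samples (arrays 9 and 10). Only 18/1 2 hr against unstimulated neurons and 90/5 2 hr against 18/1 5 hr can be compared within a slide, and in every other comparison the slide and the condition cannot be told apart. The sample labels leave open which colour held which replicate of 18/1 5 hr and of 90/5 2 hr, so those samples are named by array and colour.

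The authors deposited the intensity of each of the 44397 spots of an array and of the background around it, as scanned, on a linear scale and without normalization. The median spot was 2.27 to 2.59 times as bright as its background in the unstimulated samples, 2.27 to 2.94 times at 18/1 2 hr, 5.55 to 10.4 times at 18/1 5 hr, 3.64 to 6.71 times at 90/5 2 hr and 2.66 to 4.91 times at 90/5 5 hr. Between 22124 and 30978 of the 43020 spots that are not controls were called well above background by the scanner software in each sample. Between 6 and 36 spots per sample were marked as non-uniform on slide 1 and between 37 and 85 on slide 3, against 45 to 14642 on slide 2. On each array, 399 probes were printed 10 times, and the SD between spots of the same probe was 0.19 to 0.32 on the log2 scale on slide 1, 0.26 to 0.68 on slide 2 and 0.20 to 0.28 on slide 3. The scanner software marked up to 486 spots per sample as saturated on slide 1 and 840 to 2800 on slide 2. Slide 3 was recorded over a wider range, with signals up to 506707 and 0 spots marked as saturated.

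From these intensities, the background was subtracted with limma's normexp method, the colours were normalized within arrays by loess and the arrays were brought to the same distribution of mean signal by Aquantile normalization. Spots less than 2 times as bright as their background, or marked as non-uniform, in any of the 20 samples were left out, which left 10355 genes, here meaning gene names on the array, each represented by the probe with the highest mean signal. All 20 samples were fitted together in limma with the array as a random block and a term for colour. The spread of each gene was pooled over all conditions, slide 2 included, so a standard error is not that of the samples compared alone. A gene is referred to as called when its p, adjusted within the comparison by the Benjamini-Hochberg method, was under 0.05. The number of arrays, 2 per condition, limits the precision of every value.

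**Figure D1:**
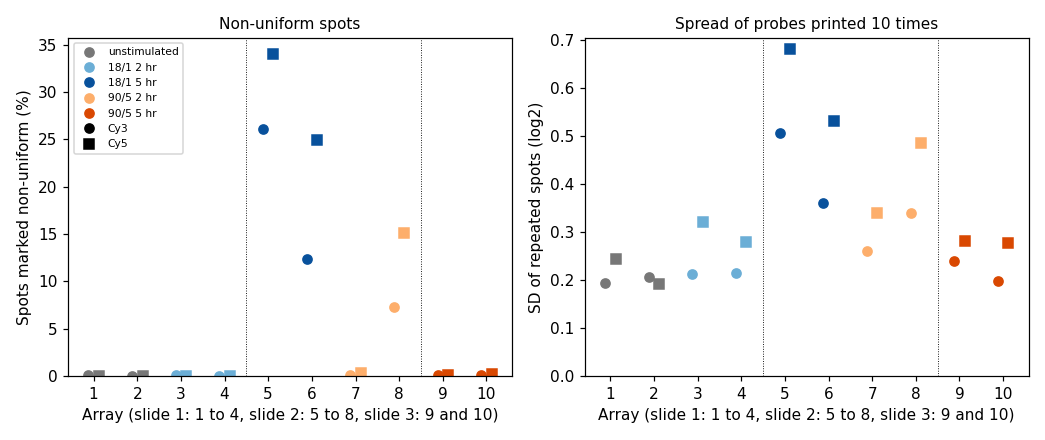
Spots marked as non-uniform, in percent (left), and the SD between spots of the same probe, on the log2 scale (right), in each of the 20 samples, with circles for Cy3, squares for Cy5 and dotted lines between slides. Arrays 5, 6 and 8 have 7.29% to 34.0% of their spots marked, and every other array has 0.323% or less.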

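Of the 10355 genes tested by limma with Benjamini-Hochberg adjustment, 54.9% were not called in any of the 4 stimulated conditions against unstimulated neurons. The other 4668 genes were called in at least 1 condition, and 98.9% of them were called at 18/1 5 hr. Among the alternatives to the processing, the share moved most without the spot filter, where it was 74.0% of 30222 genes, and without the array as a block, where it was 38.0%. It was 72.7% without array 1, 70.6% without array 2 and 70.8% without array 5. Genes were raised or lowered in data simulated on this design with the same spread in all arrays. Against unstimulated neurons, the fit called 0% to 0.5% of those changed 1.4-fold, 20.5% to 28% of those changed 2-fold and 91.5% to 94.5% of those changed 4-fold. A gene that was not called is therefore not shown to be unchanged.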

We found that the majority of transcripts in DRG neurons were not regulated significantly by either pattern of electrical activity after 2 or 5 hrs of stimulation (86.1% of transcripts, 24, 213 out of 28, 131 unique IDs). We identified hundreds of transcripts that were regulated in a stimulus pattern-specific manner (Figs 1 and 2A). 

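The patterns were compared with each other directly, without the unstimulated samples on either side of the difference. At 2 hr, 520 genes were called between the patterns by limma with Benjamini-Hochberg adjustment, 275 higher and 245 lower with the 90/5 than with the 18/1 pattern. At 5 hr, 4707 genes were called, 3070 higher and 1637 lower with the 90/5 pattern. Both comparisons cross slides. The count at 2 hr was 76 without array 8 and 1963 without array 7, the 2 arrays of 90/5 2 hr, 124 without array 3 and 136 without array 4, the 2 arrays of 18/1 2 hr, and 322 and 311 without the Cy3 or the Cy5 sample of array 8. The count at 5 hr was 3101 without array 5. With the array not treated as a block 1832 genes were called at 2 hr, and by the methods' t-test with Benjamini-Hochberg adjustment 0 were, where limma gave 2046 at an unadjusted p under 0.05. The balance of the differences depended on the scaling between arrays and on the probes: of the genes called at 5 hr, 65.2% were higher with the 90/5 pattern, against 92.8% when the samples were only centred on their medians, 73.5% with saturated probes left out, 50.1% without the spot filter and 51.5% with the trend on probe GC content removed, an alternative chosen after seeing the data. At 2 hr, 146 were higher and 16 lower on the means of the arrays, and 89 and 170 with saturated probes left out.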

Significantly more transcripts were regulated after 5 hr stimulation than 2 hr of stimulation with the 18/1 firing pattern. In contrast, the 90/5 stimulation pattern regulated more genes at 2 hr than after 5 hr (Fig. 2B). 

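After 2 hr of the 18/1 pattern, 2 genes were called by limma with Benjamini-Hochberg adjustment, *Nr4a1* and *Rgs2*. Both were higher than in unstimulated neurons, and 0 genes were called lower. At an unadjusted p under 0.05 limma gave 93 genes, and the methods' t-test, the paper's criterion rebuilt in part, with a minimum fold change of 1.4 gave 213, 84 higher and 129 lower, of which 0 passed Benjamini-Hochberg adjustment. After 5 hr, 4618 genes were called, 1546 higher and 3072 lower, and 5408 had an unadjusted p under 0.05. The time points were also compared with each other: 4572 genes were called between 18/1 5 hr and 18/1 2 hr, 1586 of them higher at 5 hr, in a comparison that crosses slides. The count at 5 hr against unstimulated neurons was 2825 without array 1 and 3038 without array 2, the arrays of unstimulated neurons, and 2860 without array 5. Without the spot filter, the alternative that moved it most, it was 7785.

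Among the genes that were called at 18/1 5 hr with 4 samples all above or all below the unstimulated samples, *Raet1b* had the largest measured rise (NM_009017, probe on chromosome 10 of mm9 from 22093685 to 22093744, a retinoic acid early transcript). Its normalized log2 signal was 15.21 ± 0.28 (SD, n = 4) at 18/1 5 hr, where 3 of the 4 spots were saturated, so that the rise is a lower limit and its rank among saturated probes is not known, and 9.08 ± 0.35 in unstimulated neurons. The log2 fold change was 6.13 (standard error 0.58, adjusted p = 3.73e-07, limma). *Prss53* fell most (NM_001081268, a serine protease, probe on chromosome 7 from 135029355 to 135029414), from 13.83 ± 0.22 (SD, n = 4) to 8.43 ± 1.67, a log2 fold change of -5.39 (standard error 0.70, adjusted p = 9.81e-06, limma). Its spots at 18/1 5 hr were well above background in 3 of 4 samples, and its log2 fold change ranged from -6.76 without array 6 to -4.03 without array 5.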

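After 2 hr of the 90/5 pattern, 728 genes were called by limma with Benjamini-Hochberg adjustment, 369 higher and 359 lower than in unstimulated neurons, and 2381 had an unadjusted p under 0.05. After 5 hr, 7 genes were called. *Nr4a1*, *Rgs2*, *Egr1*, *Socs3* and *Gadd45b* were higher, and the features NAP099731-001 and NAP111270-1, which the array does not assign to a known gene, were lower. At 5 hr 382 genes had an unadjusted p under 0.05, and the methods' t-test gave 577 genes, 181 higher and 396 lower, of which 14 passed Benjamini-Hochberg adjustment. At 2 hr it gave 2136 genes, of which 75 passed. In simulations of unchanged conditions it called 175 to 223 genes at 5 hr with the spread of each array. With the same spread in all arrays it called 568 to 638. That spread also gave 557 to 626 genes at 18/1 2 hr, where 213 were found, so it was too wide for that condition. The 577 genes lie above the first range and within the second. Since 2 arrays do not fix the spread at 90/5 5 hr, chance is not excluded for them. Compared with each other, the time points differed in 933 genes, 487 higher and 446 lower at 5 hr than at 2 hr, across slides.

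Single arrays moved these counts. The count at 2 hr was 105 without array 8 and 2143 without array 7, 139 without array 1 and 132 without array 2, 440 without the Cy5 sample of array 8 and 447 without replicate 2 of the unstimulated neurons. The count at 5 hr was 3 without array 1, 4 without array 2, 4 without array 10 and 15 without replicate 3 of 90/5 5 hr. With slide 2 left out of the fit, an alternative chosen after seeing the data, 272 genes were called at 5 hr, 94 higher and 178 lower.

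*Nr4a1* (NM_010444, a nuclear receptor, probe on chromosome 15 of mm9 from 101105071 to 101105130) had a log2 signal of 13.83 ± 0.46 (SD, n = 4) at 90/5 5 hr and 8.33 ± 0.39 in unstimulated neurons, a log2 fold change of 5.50 (standard error 0.37, adjusted p = 1.07e-08, limma). NAP099731-001 (probe on chromosome 3 from 107670914 to 107670973) had a log2 fold change of -1.71 at 90/5 5 hr (standard error 0.27, adjusted p = 0.00673, limma), from 12.99 ± 0.11 (SD, n = 4) to 11.28 ± 0.42. It was not called without array 1 (-1.79), array 2 (-1.62) or array 9 (-1.61), with quantile normalization over all samples, with the samples only centred on their medians or on means of arrays, and with slide 2 left out it was (adjusted p = 0.000832, limma). At 2 hr, *Vax2* (NM_011912, a homeobox gene, probe on chromosome 6 from 83688239 to 83688298) was among the genes that rose most, to 13.84 ± 0.78 (SD, n = 4) from 9.44 ± 0.38, a log2 fold change of 4.40 (standard error 0.36, adjusted p = 2.42e-07, limma), with 1 of 4 spots saturated.

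**Figure D2:**
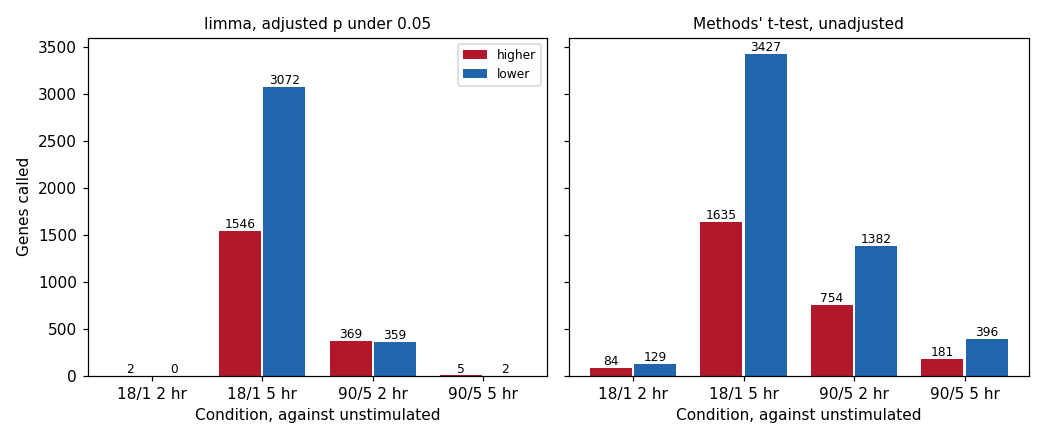
Number of genes called higher and lower against unstimulated neurons in each condition, by limma with Benjamini-Hochberg adjustment (left) and by the methods' t-test without adjustment (right). By limma, 2 and 0 genes are called at 18/1 2 hr, 1546 and 3072 at 18/1 5 hr, 369 and 359 at 90/5 2 hr and 5 and 2 at 90/5 5 hr.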

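Between 18/1 5 hr and 90/5 2 hr, the conditions that share slide 2, 334 genes were called higher in both, 343 were called lower in both and 2 were called in opposite directions against unstimulated neurons. The log2 fold changes of these conditions had a correlation of 0.821 across the genes tested, which are not independent replicates. After 2 hr, the patterns shared *Nr4a1* and *Rgs2*, both called higher. After 5 hr, they shared 4 genes called higher, *Nr4a1*, *Rgs2*, *Gadd45b* and *Socs3*, and NAP099731-001 was called in opposite directions, with a log2 fold change of 1.94 at 18/1 5 hr (standard error 0.27, adjusted p = 2.3e-05, limma), where 3 of 4 spots were saturated. Across genes the correlation of log2 fold changes was 0.292 between the patterns at 2 hr and 0.0389 at 5 hr. All of these fold changes use the same unstimulated samples. In simulations of unchanged conditions these alone gave mean correlations of 0.501 between 18/1 5 hr and 90/5 2 hr, 0.504 between the patterns at 2 hr and 0.503 at 5 hr with the same spread in all arrays, and of 0.137, 0.223 and 0.161 with the spread of each array.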

Some transcripts were regulated similarly by both patterns of stimulation (Fig. 2B and C). The majority of transcripts that were up-regulated by the 90/5 stimulus pattern at 2 hr were subsequently down-regulated by 5 hr of stimulation. 

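Of the 369 genes called higher at 90/5 2 hr, 97.8% had a lower mean at 90/5 5 hr than at 90/5 2 hr and 73.7% were called lower in that comparison by limma with Benjamini-Hochberg adjustment. Against unstimulated neurons, 0.271% of them were called lower at 90/5 5 hr. Of all genes tested, 2 were called lower in that comparison, so this percentage could not be large. The 272 genes called higher at 2 hr and lower at 5 hr than at 2 hr had a median log2 fold change of -0.21 at 90/5 5 hr against unstimulated neurons. They were chosen in part on the 90/5 5 hr samples. The samples of 90/5 2 hr enter both the choice of the genes and the comparison, so a fall by chance alone was simulated with equal means at 2 hr and 5 hr: 72.5% to 86.4% of the genes then had a lower mean at 5 hr, and 0% to 1.12% were called lower. The share called lower was 49.5% without array 10 and 94.7% without array 2. By the methods' t-test with Benjamini-Hochberg adjustment, the alternative that moved it most, it was 25.9%. The comparison of the time points crosses slides.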

Of the 9 transcripts that were found to be up-regulated at both 2 hr and 5 hr stimulation at 18/1 and the 90/5 stimulus patterns, several are “core” activity-regulated genes that function as transcriptional regulators (*Gadd45b, Npas4, Egr4*, and *Nr4a1, Nur77*, and *Ngfib*), GTP-binding protein regulators (*Gem* and *Rgs2*) and growth factor signalling (*Bdnf, Soc3*). In contrast, none of the 22 transcripts downregulated in this stimulus/response category have been previously shown to be either activity-regulated or to have an established role in nervous system development. These very different gene expression profiles following electrical activity suggest that distinct gene regulatory networks are recruited by distinct action potential firing patterns (Fig. 2C). 

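The 9 transcripts are *Bdnf*, *Egr4*, *Gadd45b*, *Gem*, *Npas4*, *Nr4a1*, *Rgs2*, *Socs3* and *Trpm6*. On the arrays, 5 of them passed the spot filter in all 20 samples. *Egr4*, *Gem*, *Npas4* and *Trpm6* did not, and their values come from a fit of the 18744 genes whose spots were at least 2 times as bright as their background in all 4 samples of at least 1 condition. The mean of each of the 9 was above that of unstimulated neurons in all 4 conditions, with median log2 fold changes of 1.47 at 18/1 2 hr, 2.37 at 18/1 5 hr, 2.03 at 90/5 2 hr and 2.21 at 90/5 5 hr. By limma with Benjamini-Hochberg adjustment, 3 were called at 18/1 2 hr, 7 at 18/1 5 hr, 8 at 90/5 2 hr and 6 at 90/5 5 hr, and *Npas4*, *Nr4a1* and *Rgs2* were called in all 4. Adjusted over the list alone, 8, 9, 8 and 9 were called, but the study chose the list on these samples, so this is not independent evidence.

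*Rgs2* (NM_009061, a regulator of G-protein signalling, probe on chromosome 1 of mm9 from 145848830 to 145848889) had log2 fold changes of 3.27 and 3.63 after 2 hr and 5 hr of the 18/1 pattern and 3.45 and 3.97 after 2 hr and 5 hr of the 90/5 pattern (standard error 0.34 each, adjusted p = 1.61e-06 or lower by limma except 1.46e-05 at 18/1 2 hr). After 5 hr of the 18/1 pattern 1 of its 4 spots was saturated, and the methods' t-test did not call it there. *Bdnf* (NM_007540, probe on chromosome 2 from 109566961 to 109567020) had log2 fold changes of 0.92, 2.37, 1.19 and 1.43 in the same order (standard error 0.30 each), and was called after 5 hr of the 18/1 pattern (adjusted p = 7.44e-06, limma) and after 2 hr of the 90/5 pattern (adjusted p = 0.0191, limma). At 5 hr it was higher with the 18/1 than with the 90/5 pattern, with a log2 difference of 90/5 minus 18/1 of -0.94 (standard error 0.30, adjusted p = 0.0141, limma). At 90/5 2 hr it was not called without array 2 (1.12), array 8 (0.74) or array 1, where the log2 fold change was slightly higher than with it. At 90/5 5 hr it was called without replicate 3 (1.57). It was also called there with slide 2 left out of the fit, an alternative chosen after seeing the data (adjusted p = 0.0014, limma).

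**Figure D3:**
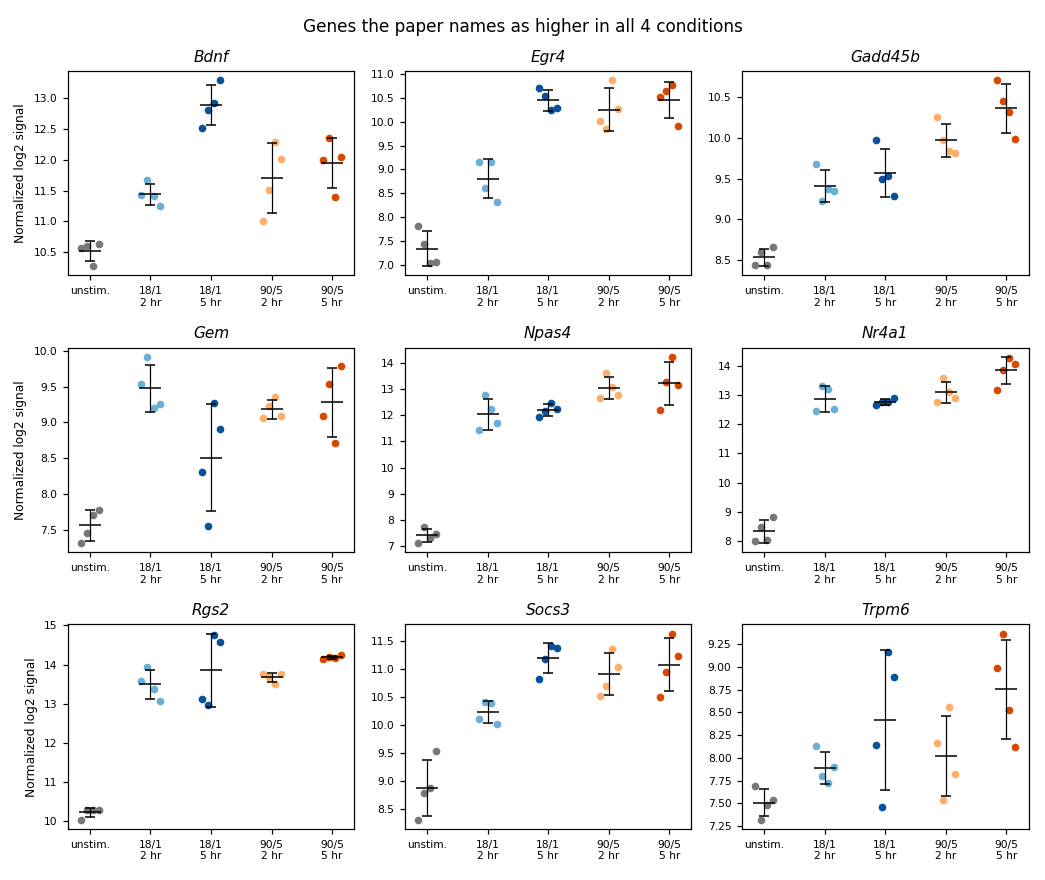
Normalized log2 signal of the 9 transcripts in each of the 20 samples, by condition, with 1 point per sample. The means of all 9 lie above the unstimulated mean in all 4 stimulated conditions, and *Gem* and *Trpm6* at 18/1 5 hr and *Trpm6* at 90/5 2 hr overlap the unstimulated samples.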

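The 22 transcripts named in Fig. 2C, among them *Adck2*, *Itga3*, *Stat2* and *Vasp*, all passed the spot filter. Each had a mean below that of unstimulated neurons in all 4 conditions, with median log2 fold changes of -0.49 at 18/1 2 hr, -1.35 at 18/1 5 hr, -0.97 at 90/5 2 hr and -0.43 at 90/5 5 hr. With Benjamini-Hochberg adjustment, limma called 22 at 18/1 5 hr, 10 at 90/5 2 hr and 0 at 18/1 2 hr and at 90/5 5 hr. At an unadjusted p under 0.05, limma gave 6 at 18/1 2 hr, 22 at 18/1 5 hr, 21 at 90/5 2 hr and 4 at 90/5 5 hr, and the methods' t-test gave 11, 22, 22 and 7. Adjusted over the list alone, limma called 0, 22, 21 and 2, for a list that the study chose on these samples. Without array 9, 17 of the 22 were below the unstimulated mean at 90/5 5 hr.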

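Limma with Benjamini-Hochberg adjustment was also applied to the pairs of conditions that differ in both pattern and time. Between 90/5 5 hr and 18/1 2 hr, 4 genes were called, all lower at 90/5 5 hr, and between 90/5 2 hr and 18/1 5 hr, which share slide 2, 1336 genes were called, 1050 of them higher at 90/5 2 hr. The first count was 121, 35 of them higher at 90/5 5 hr, with slide 2 left out. With weights for the quality of each array it was 43. Both of these alternatives were chosen after seeing the data. It was 21, 15 of them higher, with the filter within a condition and 4, all higher, by the methods' t-test with Benjamini-Hochberg adjustment. By limma it was 0 with quantile normalization, with centring on medians alone or with saturated probes left out. With the processing used here limma gave 288 genes at an unadjusted p under 0.05. The second count was 4594 when the samples were only centred on their medians, 5 with weights for the quality of each array, an alternative chosen after seeing the data, and 0 by limma on the means of the arrays, where the methods' t-test without adjustment gave 1727 and limma on the samples gave 3165 at an unadjusted p under 0.05. The first principal component of the 20 samples held 61.7% of the variance and separated arrays 5, 6 and 8 from array 7 of slide 2 and from slides 1 and 3. Across the 12137 probes that passed the filter, the median correlation of a sample of 1 condition with a sample of another was 0.984 between 90/5 5 hr and 18/1 2 hr and 0.895 between 90/5 5 hr and 18/1 5 hr.

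The paper starts from the different numbers of regulated transcripts at each time point, from the reversal of the transcripts that the 90/5 pattern first raises, and from the few transcripts shared by all conditions. From these different profiles, the paper proposes that distinct firing patterns recruit distinct gene regulatory networks.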

We therefore performed pathway analysis of gene-regulatory networks, signalling cascades, and gene ontologies that are recruited by distinct patterns of activity over time.

### Pathway analysis of gene networks activated by different action potential firing patterns

We identified distinct gene networks that were activated by the two stimulus patterns after 5 hr of stimulation (Fig. 2, Tables 1 and 2). These included common disease and functional networks after the 18/1 (Table 1) and 90/5 (Table 2) stimulation patterns; e.g., neurological disease, cellular assembly and organization, and small molecule biochemistry. We have previously found that 18/1 and 90/5 stimulus patterns recruit Ca^2+^ and MAPK signalling pathways differently^15^,^16^; this was confirmed by analysis of canonical pathways enriched for both stimulation patterns. 

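The molecules that Tables 3 and 4 list for Rac signalling after 5 hr were taken as lists and tested on the arrays. The study chose these lists on the same samples, so they are not independent evidence. Of the Rac molecules, 18 of 20 from Table 3 (18/1) and 15 of 19 from Table 4 (90/5) passed the spot filter. The lists and their union were tested at 18/1 5 hr, at 90/5 5 hr and between the patterns with cameraPR in limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 18 tests. Of the Rac tests, 1 was called. The Rac list of Table 4 had a median log2 fold change of -0.34 at 90/5 5 hr, with 13 of 15 members lower than in unstimulated neurons (adjusted p = 0.00551, limma). With limma's fry, which estimates the correlation between the genes, this did not hold (adjusted p = 0.139). The Rac list of Table 4 was not called by cameraPR without replicate 1 (-0.30) or 4 (-0.32) of 90/5 5 hr. Its median was at percentile 0.04 of 10000 random lists of the same size and signal.

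At 18/1 5 hr, the Rac list of Table 3 had a median log2 fold change of 0.06, with 9 of 18 members higher, 3 called higher and 7 called lower, a mean of -0.44 and the direction down by cameraPR (adjusted p = 0.92). The median of all genes at 18/1 5 hr was -0.23 with the scaling used here and -0.81 when the samples were only centred on their medians. Under that centring the median of the list was below 0, at -0.22, and 0.59 above the median of all genes. Without the Cy5 sample of array 5 it was -0.06.

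**Figure D4:**
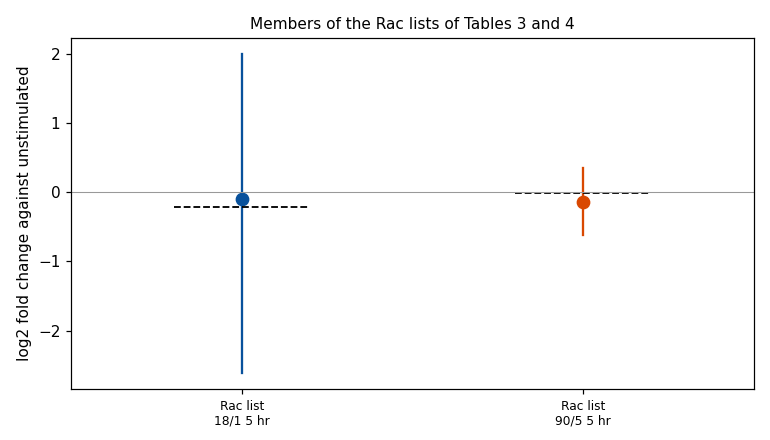
Log2 fold change against unstimulated neurons of the Rac molecules of both tables together, with the median (point), the lowest and highest member (line) and the median of matched random lists (dashed). The medians are -0.10 and -0.14 at 18/1 5 hr and 90/5 5 hr, and when the samples are only centred on their medians they are -0.58 and 0.00.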

Pathways important in axonal growth and growth-cone signalling were oppositely regulated by the 18/1 and 90/5 stimulus patterns (Tables 3 and 4), e.g., the genes *Cdk5*-, *Rac*-, and *Ngf*-signalling networks. Pathways and gene networks important in axonal growth and development were oppositely regulated by the two distinct patterns of electrical stimulation (Fig. 3). Nerve growth factor (NGF) and cell adhesion (integrin) signalling pathways functioning through *Rac*-*Rho* GTP-binding proteins showed many differentially regulated transcripts (13 focus molecules up-regulated by the 18/1 stimulus and 25 down-regulated by the 90/5 stimulus). This suggests that genes in the pathways that are differentially activated by these two stimulus patterns may share transcription factor binding sites that are preferentially responsive to each of the two patterns of action potentials. We therefore analyzed conserved upstream regulatory elements of activity-regulated genes to identify over- and under-represented TFBS in the genes regulated by each stimulus pattern.

### Identification of transcription factor binding sites in genes differentially regulated by different action potential firing patterns

In search for TFBS enriched in genes regulated by specific action potential firing patterns, we analyzed transcriptome data by two techniques: an enhancer identification method through distant regulatory elements of co-regulated genes (DIRE)^17^ and by gene set enrichment analysis (GSEA)^18^. The sensitivity of DIRE was validated by analyzing transcriptome data where either CREB-regulated genes (526 genes), NF-κB regulated genes (403 genes), or MAPK-regulated genes (210 genes) were enriched (Fig. S2) (See methods for description of analysis and datasets for CREB, NF-κB, and MAPK). We confirmed the enrichment of several transcription-factor binding sites (TFBS) for CREB, ATF, VJUN, ATF3, and TAXCREB and to a lesser extent, NF-κB TFBS (NF-κB p65) in differentially regulated transcripts. As we expected, NF-κB target genes were enriched for NF-κB specific binding sites (p50, p65, and NF-κB) and Ets2^19^. In contrast, MAPK acts through multiple signalling pathways and may recruit many transcription factors. We identified a more diverse set of TFBS, prolactin receptor^20^, p53^21^,^22^, and TATA (despite being present in 25% of upstream regions), through analysis of down-regulated transcripts by targeted deletion of *Mapk* in embryonic DRG neurons^23^ consistent with converging action of several upstream signalling networks.

We applied DIRE analysis to identify upstream regulatory elements enriched in up- and down-regulated transcripts by 18/1 or 90/5 electrical stimulation patterns and performed hierarchical clustering by TFBS site and condition of the abundance and importance factor of 311 TFBS (Fig. 4). Of all the identified TFBS, 53 were present in one condition and 39 had variable abundance across all 8 conditions (Table S3). The most abundant TFBS present in all activity-regulated transcripts were MAF, Nkx2.5, STAT, and SRF. In order to discover sites that may be recruited in a pattern- and time-dependent manner, we applied a background set of non-regulated transcripts to scale TF abundance^24^. The identified sites may correspond to core, enhancer, or repressor elements. Putative enhancer sites would be expected to be over-represented in up-regulated transcripts; conversely repressor sites would be enriched in down-regulated transcripts. We discovered several top-scoring TFBS (top 10 by importance factor) through analysis of co-regulated genes (Fig. 5). Thyrotroph embryonic factor (*Tef*), a bZIP-family TF, forms heterodimers with other transcription factors in order to act as either an enhancer or repressor^25^ TEF sites were enriched in up- and down-regulated transcripts by 18/1 stimulatin (5 hr) and 90/5 stimulation (2 hr). STAT TF sites (JAK/STAT signalling, cytokines, regeneration) were selectively over-represented in transcripts up-regulated by 18/1 stimulation at 2 hr. NF-κB and NF-κB p50 enhancer binding sites were the most over-represented sites in transcripts up-regulated by 90/5 stimulation at 5 hr. Conversely, CCAAT-displacement protein CUT (*Cdpcr1*)^26^,^27^ and GATA1^28^,^29^,^30^, transcriptional repressors of developmental and synaptic genes, were most over-represented in down-regulated transcripts by the 90/5 stimulation pattern. NF-κB sites were significantly enriched when compared across transcripts (promoter and ECR) or TFBS (NF-κB, NF-κB p50, NF-κB p65) (Table 3).

Recognition sites for serum response factor (SRF) and CREB were significantly enriched by 18/1 stimulation at 2 hr (FDR < 0.05) (Table S2) when transcriptome data was independently analyzed by gene set enrichment analysis (GSEA). SRF and CREB sites were only observed after 5 hr stimulation by the 90/5 pattern. As we observed with DIRE, NF-κB sites (NF-κB, NF-κB p65), were only significantly enriched by the 90/5 stimulus at 5 hr. Two TFBS were over-represented across all conditions, FREAC3 (forkhead transcription factor site, FOXC1) and MYOGNF1 (myogenin/nuclear factor 1). These findings were consistent with recruitment of distinct transcriptional networks by patterned action potential firing activity.

To demonstrate specific activation of the NF-kappa transcriptional network by 90/5 electrical stimulation, we identified transcripts through DIRE and GSEA that were enriched by having multiple NF-κB sites. We performed RT-PCR on 3 genes that had enriched NF-κB TFBS: BCL6 Co-Repressor (BCOR), proto-oncogene serine/threonine-protein kinase (PIM1), and NF κB Inhibitor Epsilon (NFKBIE). All 3 transcripts were significantly increased by 5 hr of the 90/5 stimulation pattern and were not changed by the 18/1 stimulus pattern (Table S1). We further analyzed the protein expression levels of PIM1 by immunoblotting, which was consistent with the mRNA data. The proto-oncogene serine/threonine-protein kinase, Pim1, controls NF-κB activation through stabilization of RelA-p65 by phosphorylation^31^. Pim1 was expressed in DRG neurons (Fig. 6) and pre-treatment with the general proteasome and NF-κB inhibitor MG132 (10 μM) reduced both basal and activity-induced expression of Pim1.

## Discussion

These studies demonstrate that a critical factor in the regulation of gene expression in neurons is the temporal nature of action potential firing. We have identified large groups of genes whose mRNAs, across many functional categories, can be differentially regulated by both the temporal dynamics of action potential firing and total length of stimulus time. Thus in neurons, the transcriptome in general, and not simply a specialized set of genes, is highly regulated by the state of neural impulse activity. The implications of the broad categories of genes being regulated by the pattern of neural impulse firing is that the effect of other signalling molecules, growth factors, etc., on neurons will vary greatly depending on the state of activity of the neuron. For example, as discussed below, factors influencing gene expression that stimulate neurite outgrowth will have different responses depending on the state of impulse activity in the neuron through the broad activity-dependent changes in the transcriptome. Likewise, by regulating neural activity, neurite outgrowth and other neuronal responses could be regulated independently of signalling molecules or drug treatments. It may be possible to exploit activity-dependent regulation of the transcriptome therapeutically, for example in promoting recovery from neural injury.

We have classified these genes by the occurrence of TFBS in the promoter regions of genes specifically activated by action potential pattern and/or time of stimulation. These analyses reveal that many genes containing binding sites for well-known activity-regulated transcription factors, such as CREB and SRF are regulated without regard to the two different action potential firing patterns (18/1 and 90/5) after 2 and 5 hr of stimulation. However, we have found that a subset of TFBS, such as NF-κB, are overrepresented in genes whose abundance was regulated differently by the two action potential firing patterns tested. This strongly suggests that the activation and repression of gene networks and subsequent control of gene expression in neurons, is subject to temporal control by the timing of intracellular Ca^2+^ transients, rather than the overall concentration of Ca^2+^ within the cell.

We have shown that two different patterns of electrical stimulation that produced the same number of action potentials regulate distinct gene regulatory networks. 

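Among the genes that passed the spot filter, *Nr4a1* and *Rgs2* were the 2 called higher in all 4 conditions by limma with Benjamini-Hochberg adjustment, and 0 were called lower in all 4. Without adjustment, the methods' t-test called 11 genes higher in all 4 conditions and 18 lower, and with Benjamini-Hochberg adjustment 0 and 0. In simulations of unchanged conditions that share the unstimulated samples, that unadjusted test called 6.75 genes higher and 15 lower in all 4 on average with the same spread in all arrays, and 0 higher and 0.8 lower with the spread of each array. By limma with Benjamini-Hochberg adjustment the simulations gave 0 higher in all 4 with either spread.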

Surprisingly, very few transcripts were regulated in a time- and pattern-independent manner (Fig. 2C inset). 8 of the 9 up-regulated transcripts have been previously described as IEGs, such as the transcription factors *Egr4* and *Npas4*, whereas *Bdnf* is one of the most studied IEG growth factors^32^. The TRP-M channel, *Trpm6* (transient receptor potential cation channel subfamily M member 6), which was up regulated in all stimulus conditions, has an important role in magnesium homeostasis^33^, but a defined function in sensory neurons has not been shown. 

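*Trpm6* (NM_153417, probe on chromosome 19 of mm9 from 18966941 to 18967000) did not pass the spot filter in all 20 samples, and its values come from the fit with the filter within a condition. Its log2 signal was 7.51 ± 0.15 (SD, n = 4) in unstimulated neurons, 7.89 ± 0.18 at 18/1 2 hr, 8.41 ± 0.77 at 18/1 5 hr, 8.02 ± 0.44 at 90/5 2 hr and 8.75 ± 0.54 at 90/5 5 hr. The log2 fold changes were 0.38, 0.90, 0.51 and 1.24 (standard error 0.40 each), with adjusted p = 1, 0.0842, 0.513 and 0.842 by limma with Benjamini-Hochberg adjustment, so *Trpm6* was not called in any condition. All 4 samples lay above all unstimulated samples at 18/1 2 hr and at 90/5 5 hr, and 3 of 4 did so at 18/1 5 hr and at 90/5 2 hr. The log2 fold change at 18/1 5 hr was 0.29 without array 6, and it was called without array 5 (1.52) or its Cy5 sample (1.07).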

Historically, less interest has been placed on identifying genes or networks that are down-regulated by neural activity. 

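Of the genes tested, 3090 were called lower than in unstimulated neurons in at least 1 condition and 1581 were called higher by limma with Benjamini-Hochberg adjustment. Of these, 3 were called higher in 1 condition and lower in another. Leaving out the probes saturated in any sample gave 3213 calls of lower genes summed over the conditions, against 3433 with them. When the samples were only centred on their medians the sum was 5008. The excess of lower genes depended on the probes and on their GC content. After 5 hr of the 18/1 pattern, 1546 genes were called higher and 3072 lower, against 3877 and 3908 without the spot filter and 1800 and 1938 with the trend on probe GC content removed, an alternative chosen after seeing the data.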

The results of the present experiments revealed thousands of genes that are down-regulated in a pattern- and time-dependent manner. However, only 22 transcripts (Fig. 2C) were strongly down-regulated, independent of stimulus pattern. These genes have no shared network or function in common. Many of these genes have a role in transcriptional and translational regulation. However, by TFBS analysis, several predicted TFBS sites associated with repressor function were enriched in these genes; TAL1, Nkx2.5, ZNF219^34^ and NERF-ELF2 can function as repressors^35^,^36^. This is suggestive of transcriptional pathways that require derepression in order to facilitate the expression of activity-regulated genes, a less studied part of the neuronal activity-driven transcriptome. 

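By the methods' t-test at an unadjusted p under 0.05 with its minimum fold change of 1.4, *Itga3*, *Mlst8*, *Nacc1*, *Nhlrc1* and *Ube4a* were the 5 of the 22 that were called lower in all 4 conditions, and 13 other genes were called lower in all 4. The mean of the 22 fell by more than 1.4-fold for 11 genes at 18/1 2 hr, 22 at 18/1 5 hr, 22 at 90/5 2 hr and 9 at 90/5 5 hr. All 4 samples lay below all unstimulated samples for 20 of the genes at 18/1 2 hr, 22 at 18/1 5 hr, 22 at 90/5 2 hr and 5 at 90/5 5 hr.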

Further work is required to elucidate a role for the repressors which can perhaps lead to a common pathway or pathways of genes required to be downregulated during neuronal plasticity.

Analysis of gene networks using Ingenuity Pathway Analysis (IPA) demonstrates that the temporal dynamics of action potential firing can regulate pathways involved in growth of neurons. Figure 3 shows that the 2 patterns of stimulation used in this study have opposite effects on the abundance of many mRNAs involved in neurite outgrowth through the Rac-GTPase signalling pathway. 

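Over the union of the Rac molecules of Tables 3 and 4, 28 of 33 passed the spot filter. Of these, 8 had a higher mean at 18/1 5 hr and a lower mean at 90/5 5 hr than unstimulated neurons, 4 had the opposite pair of directions, 11 were lower in both and 5 were higher in both. By limma with Benjamini-Hochberg adjustment, 5 were called higher and 10 lower at 18/1 5 hr. At 90/5 5 hr 0 were called, 0 had an unadjusted p under 0.05, and their log2 fold changes ran from -0.62 to 0.36. Adjusted over the list alone, the counts were the same in both conditions.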

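Between the patterns at 5 hr, 8 of the 28 Rac molecules were called higher with the 90/5 than with the 18/1 pattern and 4 were called lower by limma with Benjamini-Hochberg adjustment. The median log2 difference of the Rac list, 90/5 minus 18/1, was -0.29, its mean was 0.16, and cameraPR gave the direction down with an adjusted p = 0.92. The median of all genes in this comparison was 0.23. When the samples were only centred on their medians, the median of the Rac list was 0.58 and that of all genes 0.92.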

The 18/1 stimulus pattern appears to be growth promoting whilst the 90/5 stimulus pattern downregulates many of the same genes and pathway components. Many of these same genes have been shown to regulate neurite outgrowth in cortical neurons^37^. It has been shown previously that growth cone migration and neurite outgrowth are regulated by patterned activity in DRG neurons^38^.

Our findings support the hypothesis that transcriptional control of gene expression by the temporal pattern of action potential firing occurs through recruitment of distinct networks (co-regulated sites/heterodimer binding sites) of transcription factors and binding sites. Furthermore, these results show that genes with predicted NF-κB TFBS are over-represented in genes regulated by the 90/5 pattern of stimulation (Fig. 4, Table 5, Table S2). Two independent analysis methods (DIRE and GSEA) identified sets of sites in genes that were regulated by both stimulation patterns (18/1 and 90/5) and time (2 hr and 5 hr). We have classified many distinct transcription factor pathways and their occurrence in genes regulated by patterned action potential firing. Binding sites for SRF were one of the most abundant of identified TFBS by DIRE (14 ± 1%) and enriched following 2 hr stimulation with the 18/1 pattern by GSEA (4 predicted TFBS, Table S2). More importantly, several CREB sites (ATF, CREBATF, and TAXCREB) were specifically enriched in the 18/1 pattern at 2 hr (Fig. 4 and Table S2). These finding suggest that well characterized activity-dependent transcriptional networks, e.g. SRF alone are not sensitive to patterns of action potentials and require interactions through complexes of factors, e.g. CREB.

We identified thyrotroph embryonic factor (*Tef*) sites that were over-represented in up- and down-regulated transcripts following 2 hr stimulation in the 90/5 pattern. *Tef* has previously been shown to control circadian rhythm-mediated gene expression. *Tef* is expressed in DRG neurons and itself downregulated by the 90/5 stimulus pattern at 5 hr. 

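*Tef* (NM_017376, probe on chromosome 15 of mm9 from 81657221 to 81657280) passed the spot filter and was well above background in all 20 samples. Its log2 signal was 12.93 ± 0.18 (SD, n = 4) in unstimulated neurons and 12.22 ± 0.19 at 90/5 5 hr, where all 4 samples lay below all unstimulated samples. The log2 fold change was -0.71 (standard error 0.28, adjusted p = 1 by limma with Benjamini-Hochberg adjustment), and the methods' t-test called it lower without adjustment. The standard error rests on the spread within all 5 conditions, slide 2 included, and not on that of the samples compared alone. The missing call therefore does not contradict a fall of *Tef* at 90/5 5 hr. At 18/1 5 hr the log2 fold change was -0.70, also with a standard error of 0.28 (adjusted p = 0.0483, limma), and was -1.23 without array 6 and -0.18 without array 5. Leaving out any sample or array compared, other than array 6 or its Cy5 sample, lost this call. It was -0.27 at 18/1 2 hr and 0.07 at 90/5 2 hr, not called in either, and at 90/5 2 hr it was -0.19 without array 7. At 5 hr *Tef* was not called between the patterns (log2 difference -0.01, standard error 0.28, adjusted p = 0.987, limma). That value averages arrays 5 and 6, which disagree. It therefore does not show *Tef* to be alike with both patterns.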

TEF, like other TFs, forms heterodimers with other factors to function as enhancer or repressor complexes^39^,^40^,^41^. GATA1 TFBS were over-represented in down-regulated transcripts (Figs 4 and 5), may fine-tune TEF to form pattern-specific repressor complexes. However, transcript levels of several GATA family members is at very low levels (*GATA 1–4*), *GATA5* and *GATA6*, and *GATA-d1, 2a (p66α*), *2b (p66β*) are expressed at moderate to high levels. 

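The probes for *Gata1* and *Gata2* were not well above background in any of the 20 samples by the scanner software's call. *Gata3* was well above background in 2 of 4 samples at 18/1 5 hr and 2 of 4 at 90/5 5 hr, and in 0 of 4 samples of each of the other conditions. *Gata4* was well above background in 4 of 4 samples of unstimulated neurons, of 18/1 2 hr and of 90/5 5 hr, in 2 of 4 at 18/1 5 hr and in 0 of 4 at 90/5 2 hr. *Gata5* (NM_008093, probe on chromosome 2 of mm9 from 180059867 to 180059926) was well above background in all 20 samples, and *Gatad2b* (NM_139304) in 2 of 4 samples at 18/1 5 hr and at 90/5 2 hr and in all samples of the other conditions. Brightness depends on the probe as well as on the transcript, so the levels of different probes are not set against each other.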

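Values of *Gata5*, *Gata6*, *Gatad1*, *Gatad2a* and *Gatad2b* come from the fit with the filter within a condition where they did not pass it in all 20 samples. *Gata5* had a log2 signal of 10.55 ± 0.14 (SD, n = 4) in unstimulated neurons, 9.47 ± 0.30 at 90/5 2 hr and 10.26 ± 0.07 at 90/5 5 hr. The log2 fold change was -1.07 at 90/5 2 hr (standard error 0.23, adjusted p = 0.0122, limma with Benjamini-Hochberg adjustment) and -0.28 at 90/5 5 hr (standard error 0.23, adjusted p = 1, limma), and in both conditions all 4 samples lay below all unstimulated samples. The standard error rests on the spread within all 5 conditions, slide 2 included, and not on that of the samples compared alone. At 18/1 5 hr the log2 fold change was -2.14 (adjusted p = 8.16e-06, limma). *Gatad2b* was called lower at 18/1 5 hr, with a log2 fold change of -1.41 (standard error 0.36, adjusted p = 0.0057, limma), and the other 3 genes were not called in any condition. *Gata5* at 90/5 2 hr was not called without array 1 (-1.04), array 2 (-1.10) or array 8 (-0.83), *Gatad2b* at 18/1 5 hr was not called without array 1 (-1.28), and *Gatad2b* at 90/5 2 hr was called without array 7 (-1.66). Of the 5 genes, 4 had a mean below that of unstimulated neurons at 18/1 2 hr, 3 at 18/1 5 hr, 3 at 90/5 2 hr and 4 at 90/5 5 hr. Without array 8, 5 were lower at 90/5 2 hr, and without replicate 4 of 90/5 5 hr, 2 were lower there. *Gata4*, well above background in 0 of 4 samples at 90/5 2 hr, is not in this tally. Its log2 fold change was 0.04 at 18/1 2 hr, 0.22 at 18/1 5 hr, where 2 samples lay above and 2 below all unstimulated samples, and -0.14 at 90/5 5 hr (standard error 0.33 each), and it was not called in any condition. When the samples were only centred on their medians, 4 were lower at 18/1 5 hr and 3 at 90/5 5 hr.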

Despite the variable expression of *GATA* isoforms in unstimulated DRG neurons, transcript levels of *GATA* isoforms were globally repressed by patterned activity, e.g. *GATA5* by 90/5 at 2 hr (−2.3 fold, p < 0.005) and 5 hr (−1.6 fold, p < 0.001). This regulation may occur through conserved upstream regions of GATA genes. Prolactin receptor (PR) TFBS were enriched in ERK-MAPK regulated transcripts (Fig. S2); PR sites were modestly enriched in up-regulated transcripts at 2 hr and 5 hr, irrespective of pattern.

Our findings predict that the NF-κB transcriptional network and other cis-acting elements, are sensitive to the pattern of action potential delivery. Given the importance of NF-κB in Ca^2+^-dependent signalling and transcriptional regulation in many cells types including neurons^42^ it is perhaps surprising that there is little information regarding genomic and network regulation involving the NF-κB family of transcription factors in the nervous system. Recently, Ca^2+^ spike duration has been shown to regulate NF-κB transcriptional activity in epithelial cells^43^. Electrical stimulation of the hind paw induces translocation and phosphorylation of NF-κB in small to medium DRG neurons^44^, supporting these findings. Furthermore, NF-κB activity affects neurite outgrowth in cultured DRG neurons^45^. Therefore, the NF-κB family of transcription factors could potentially play a key role in stimulus driven Ca^2+^ -dependent transcriptional regulation in sensory neurons.

Many other mechanisms can influence gene expression in neurons, such as regulation through epigenetic mechanisms, control of mRNA and protein stability and localization of mRNAs and proteins. However, we have demonstrated that action potential firing patterns can differentially recruit transcriptional networks in neurons leading to regulation of hundreds of transcripts.

In summary these results identify the temporal kinetics of action potentials, such as the duration of bursts of action potentials and the interval of time between repeated bursts, as key drivers in regulating gene expression in neurons through the recruitment of specific transcriptional networks to regulate hundreds of genes across all functional gene categories. The data presented here provides a large dataset on mRNA transcripts in neurons that are regulated in abundance by these different patterns of action potential firing. These data should be a valuable resource for many other investigations. The findings greatly increase our understanding of adaptive global gene regulation in response to environmental stimuli and demonstrate that gene expression in neurons is very sensitive to timing of action potential bursting, and that the activation of transcription factor networks is dependent upon the timing of action potential firing independent of the frequency of firing or the total number of action potentials delivered.

## Methods

### Primary neuronal cell culture

All experiments were conducted in accordance with animal study protocols approved by the NICHD Animal Care and Use Committee. For DRG cell culture, multi-compartment Campenot chambers made of Telfon, were affixed by vacuum grease to collagen-coated 35 mm cell culture dishes as previously described^46^,^47^. Neurons were dissociated from spinal cords of 13.5-day old mouse embryos and plated at a density of 0.5 × 10^6^ cells per ml into each side compartment in Eagle’s MEM containing 5% horse serum and 100 ng/ml nerve growth factor. Non-neuronal cell proliferation was inhibited by treatment with 13 μg/ml fluoro-2-deoxyurindine (Sigma, St. Louis, MO) by one day following plating for 5 days. Cultures were subsequently used for experiments 3–4 weeks after which axons extend from the side compartments into the central compartment and could be electrically stimulated.

### Electrical stimulation of DRG neurons

Prior to an experiment, DRG cultures were visually inspected for acceptable outgrowth under the Teflon barrier and medium was exchanged for medium lacking NGF and sera, stimulating lids were replaced and cultures were left overnight. The following day, DRG cultures were stimulated through platinum electrodes in contact with medium on opposite sides of the barrier. Stimulation parameters and responses to stimulation have been reported previously^48^. For this study, either 18 actions potentials every min (18/1) or 90 action potentials every 5 min (90/5) was delivered by a 6 V, 0.2 ms biphasic pulse for either 2 hr or 5 hr. Control (unstimulated) experiments were performed by handling cultures in an identical manner (from the same dissection) as experimental (stimulated) cultures, including exchanging medium and fitting stimulation electrodes, however these culture dishes were not attached to the stimulation apparatus. Unstimulated controls were prepared on the same day as stimulated cultures and RNA was prepared at the same time in both cases.

### Immunoblotting

Total protein was isolated from DRG cultures using M-PER mammalian protein isolation reagent (Thermo Fisher Scientific, Waltham, MA) supplemented with HALT^TM^ protease and phosphatase inhibitors cocktail (Thermo Fisher Scientific, Waltham, MA). Total protein was resolved by SDS-PAGE on 4–12% NuPAGE Bis-Tris gels (Life Technologies, Carlsbad, CA), transferred to PVDF membranes (Immobilon-P, Millipore, Bedford, MA) and blocked in TBS (10 Mm Tris-Cl, pH 7.5, 0.9% NaCl) containing 0.1% (v/v) Triton X-100 (TBS-T) and 5% (w/v) nonfat dry milk or 5% (w/v) bovine serum albumin for 2 hr at room temperature or overnight at 4 °C. Membranes were probed with appropriate antibodies in TBS-T and 5% BSA overnight at 4 °C or 4 hr at room temperature with shaking. Primary antibodies were visualized with HRP-conjugated secondary antibodies (Amersham Pharmacia Biotech, Piscataway, NJ) at 1:4000 dilution and enhanced chemiluminescence. Primary antibodies used for immunoblotting: GAPDH (Encor, Gainesville, FL) used at 1:2000 dilution and PIM1 (Cell Signaling, Danvers, MA) used at 1:1000 dilution.

### Semi-quantitative RT-PCR

Total RNA (2 μg) was extracted from unstimulated and stimulated DRG cultures after 5 hr using TRIzol (Invitrogen, Carlsbad, CA) and reverse transcribed using Superscript II (Invitrogen, Carlsbad, CA) as previously described^49^. Semi quantitative PCR was carried out using a Roche Lightcycler using the FastStart DNA Master SYBR Green PCR reaction mix (Roche Diagnostics, Indianapolis, IN) according to manufacturer’s protocol. Data were analysed by the 2(−ΔC (T)) method with respect to unstimulated cultures.

The following primer sequences were used:

GAPDH FP: AATGCATCCTGCACCACCAAC

GAPDH RP: TGGATGCAGGGATGATGTTCTG

NPAS4 FP: TGGCATATTGTCATCAAGACGTG

NPAS4 RP: TTGAAATGGAAACTGGGATCG

EGR1 FP: AAGCACAGGAGGGAAGAGATG

EGR1 RP: TGAAGTCAAAGGGAACAGGAC

NFKBIE FP: AGAGTGAGGAGGAAGAATATG

NFKBIE RP: TTCTCCTTCTTCGTGCATGAC

PIM1 FP: CAACTCATTCCAGACTCCAGG

PIM1 RP: TGACTAAAGTTCCATCGACAGG

BCOR FP: ATGGGTGTATTGTGTGGTGAGG

BCOR RP: ACATACCACTGGATCACGTCC.

### Microarray and bioinformatic analysis

Total RNA was harvested immediately after 2 or 5 hr stimulation and processed as previously described^49^. Each control and experimental condition was the result of 5 pooled cultures. All control and experimental manipulations were performed over a short time to minimize the effects of tissue culture variation on gene expression levels. 825 ng of differently (Cy3/Cy5) labeled RNAs from two biological replicas were co-hybridized 17 h over night at 65 °C with each array of 4 × 44k Agilent 60mer G2519F mouse chips (“multiple yellow strategy”^50^). 

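The layout can be read from the sample labels: both samples of an array belonged to the same condition, so every comparison of conditions is between arrays. Across genes, the consensus correlation of the 2 samples of an array, beyond condition and colour, was 0.529, and the array was therefore fitted as a random block. Without slide 2 this correlation was 0.043, so the value comes from the arrays of slide 2 and is applied to all conditions. With slide 2 left out of the fit, an alternative chosen after seeing the data, 6 genes were called at 18/1 2 hr and 272 at 90/5 5 hr, against 2 and 7 otherwise. Replicates with the same number in different conditions were no closer to each other than replicates with different numbers: their residuals had a mean correlation of 0.0387 over 12 pairs, against -0.0192 over 36 pairs with different numbers, so the numbers were not used to pair samples.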

Chips were scanned with an Agilent G2539A dual laser scanner at 5 μm pixel size/20-bit and raw data extracted with Agilent Feature Extraction software vs 11.1.1. 

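Of the 44397 spots of an array, 20418 were at least 2 times as bright as their background in all 20 samples, 21185 were never marked as non-uniform, and 13523 spots for 12137 probes that are not controls met both conditions. The non-uniform mark of the scanner software was taken for local corruption. The background rule alone left 14655 genes, against 10355 with both rules, and 8485 genes remained when probes saturated in any sample were also left out.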

All spots affected by local corruption or with foreground fluorescence less than twice the background in any of the 20 samples were disregarded. Data were normalized by an iterative method alternating intra- and inter-array normalization until the overall maximum error of estimate became less than 5%. 

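Pearson correlations of the normalized log2 signal were computed across the 12137 probes that passed the spot filter, for the 6 pairs of samples of each condition. They ran from 0.986 to 0.994 for unstimulated neurons, from 0.980 to 0.991 at 18/1 2 hr, from 0.956 to 0.993 at 18/1 5 hr, from 0.957 to 0.992 at 90/5 2 hr and from 0.957 to 0.993 at 90/5 5 hr. Samples on the same array had mean correlations of 0.992 at 18/1 5 hr and 0.987 at 90/5 2 hr, against 0.962 and 0.960 for samples on different arrays. In the other conditions, the means for samples on the same and on different arrays differed by less than these. Of the samples of 90/5 5 hr, replicate 3 had the lower correlations with each of the others, 0.957 to 0.968. Probes are not independent, and no test was made.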

Supplementary Figure 1 shows the Pearson correlation coefficients between the gene expression of all 6 sample pairs that can be formed in each condition. The high correlations prove the robustness of the data.

### Expression regulation

A gene was considered as significantly regulated in neurons subjected to α (=18/1 for 2 hr, 18/1 for 5 hr, 90/5 for 2 hr, 90/5 for 5 hr) pattern of stimulation with respect to non-stimulated (X) neurons if:

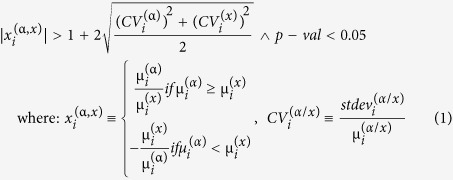

The composite criterion (1) requires that the absolute expression ratio exceeds the pooled coefficient of variability for the stimulated (pattern α) and non-stimulated neurons. The fold change cut-off was computed separately for each transcript and incorporates both biological variability and technical noise. This condition replaces the arbitrary 1.5 fold change cut-off that may be too stringent for very stably expressed genes (close values in all four replicates) or too relaxed for highly unstably expressed genes^50^. The p-values of the heteroscedastic *t-*test were computed with a Bonferroni type correction applied to the groups of spots probing the same transcript^51^.

A gene was considered as turned on by a particular stimulation pattern if it was not quantifiable (i.e. foreground fluorescence less than twice the background) in any of the unstimulated neuronal samples but quantifiable in all stimulated samples with that pattern. Turned off genes satisfied the opposite criterion i.e. expressed in all not stimulated samples but not expressed in any of the stimulated ones. Raw and normalized gene expression data were deposited into GEO and are publicly available under accession number GSE84872.

### Bioinformatic analysis

Hierarchical clustering and frequency distribution of Agilent microarray expression data was performed using Cluster 3 (http://bonsai.hgc.jp/~mdehoon/software/cluster/)^52^ and JTree View (http://jtreeview.sourceforge.net/) on Log2 normalized data. Expression data was filtered according to direction (up- and down-regulated), pattern (18/1 and 90/5), and time (2 hr and 5 hr) where p < 0.05 and fold-change >|±1.4|. Gene ontology (GO), network, and pathway analyses was performed using pathway analysis software (Ingenuity Systems, Redwood City, CA). Four way Venn diagrams were constructed using the Java applet Venny, http://bioinfogp.cnb.csic.es/tools/venny/index.html.

Prediction of TFBS was performed using either distant regulatory elements of co-regulated genes (DIRE) or gene set enrichment analysis (GSEA). Sensitivity of DIRE in predicting TFBS enrichment was validated by analysis of gene sets corresponding to (**a**) VP16 constitutively active CREB (526 transcripts)^9^, (**b**) NF-κB regulated transcripts (403 transcripts) (http://www.bu.edu/nf-kb/gene-resources/target-genes/), and (**c**) sensory neuron specific ERK1/2 conditional knockout (210)^23^. DIRE accurately predicted the presence of ATF/CREB, NF-κB, and downstream MAPK TFBS (Fig. S2). For DIRE analysis of DRG transcriptome data, a background set of genes was identified as not regulated (fold-change < |1.1|) by either stimulation pattern (18/1 and 90/5) and time (2 hr and 5 hr). 

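A change of less than 1.1-fold against unstimulated neurons in all 4 conditions was found for 145 of the 10355 genes, or 1.40%. With quantile normalization over all 20 samples there were 121, and with the samples only centred on their medians 36.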

Gene symbols for co-regulated genes and background sets were uploaded to DIRE where the target elements corresponded to the Top 3 evolutionary conserved regions (ECR) and the promoter ECRs; results were reported as % abundance and importance factor. Hierarchical clustering of TFBS was performed as described for Agilent microarray data.

GSEA of gene expression data was performed with BROAD institute stand-alone application against the Molecular Signature Database (MSigDB). Microarray data (4 replicates per condition) was minimally processed (quantile normalized data of 30,564 entries collapsed to 8,546 entries and expression levels ± 1 S.D. of background). Expression values in each condition were analyzed as control vs. treatment (pattern and time) against a MSigDB comprising 836 gene sets (221 miRs and 615 TFs). MSigDB are pre-computed set of genes with promoter regions ± 2 kb of the TSS containing TFBS of interest. For identified signatures with a false discovery rate (FDR) of 0.25 or less, normalized enrichment score (NES) and FDR are given; in all cases local p-values < 0.05.

## Additional Information

**How to cite this article**: Lee, P. R. *et al*. Gene networks activated by specific patterns of action potentials in dorsal root ganglia neurons. *Sci. Rep.* **7**, 43765; doi: 10.1038/srep43765 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Material

Supplementary Dataset 1

## Figures and Tables

**Figure 1:**
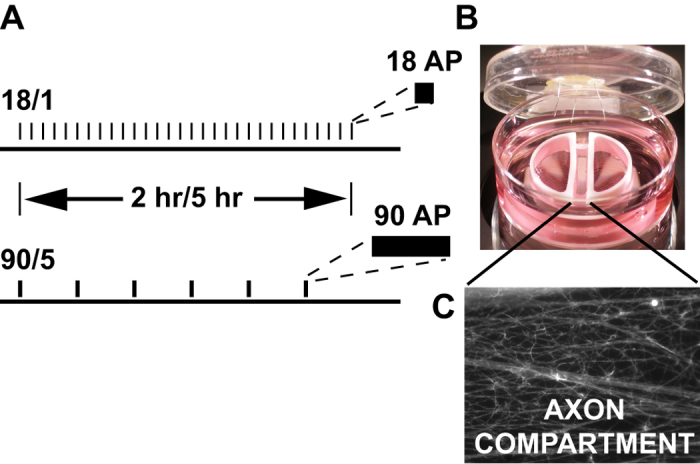
Stimulation patterns used in this study. (**A**) Shown are two patterns of electrical stimulation used throughout this study. For both 18/1 and 90/5 stimulation patters, an equal number of electrical pulses were delivered by bipolar stimulating electrodes across a Campenot chamber. 18/1 and 90/5 refer to 18 electrical stimuli delivered every minute (10 Hz) or 90 electrical stimuli (10 Hz) delivered once every 5 min for the duration of stimulation, respectively. In (**B** and **C**), is a representative image of a Campenot chamber used for long-term culture of DRG neurons showing axonal outgrowth (**C**) in the central compartment. Platinum electrodes deliver biphasic stimulation to both cell body compartments.

**Figure 2:**
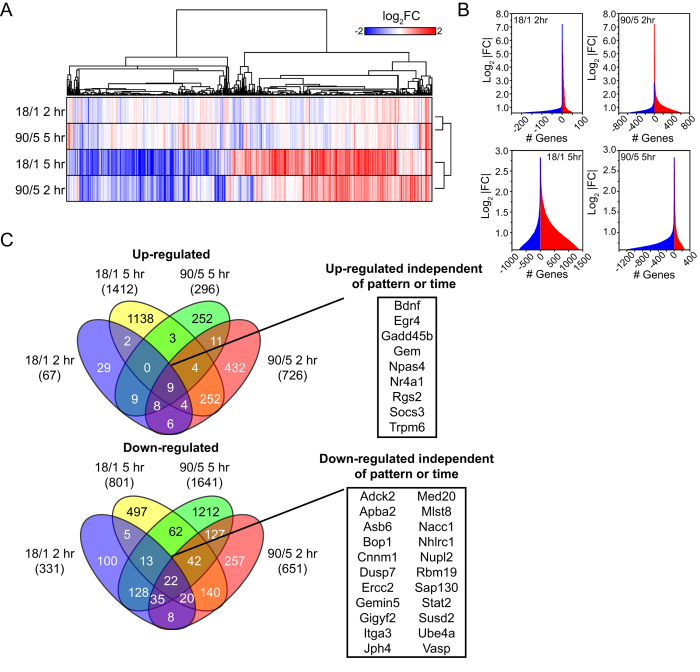
Action potential pattern dependent regulation of gene-regulatory networks. Neurons were electrically stimulated with two patterns, 18/1 or 90/5 for 2 hr and 5 hr. (**A**) Hierarchical clustering of log-normalized microarray data showing differential expression of many hundreds of genes in electrically stimulated DRG neurons. (**B**) Frequency distribution of up- (red) and down-regulated (blue) genes in DRG neurons. Each gene is represented along the x-axis and corresponding log-normalized expression value. Numbers of up- and down-regulated genes are unbalanced, favoring greater transcriptional activation at 5 hr for 18/1 stimulus pattern compared to greater initial activation at the 90/5 stimulus pattern at 2 hr and down-regulation by 5 hr. (**C**) Venn diagram showing numbers of up- and down-regulated genes at 2 hr and 5 hr for both patterns of electrical activation. Total numbers of regulated genes are given in parenthesis for each time, pattern, and direction of change. In total, 2,501 genes were significantly upregulated by electrical stimulation and 3,424 were significantly down-regulated by electrical stimulation. Of these, a small subset of genes was co-regulated by both patterns. Only 9 activity-regulated genes were co-upregulated independently of pattern or stimulus duration in contrast to 22 genes suppressed by patterned activity. N = 4 replicate experiments per condition.

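By limma with Benjamini-Hochberg adjustment, the numbers of genes called higher in the 4 conditions sum to 1922 and those called lower to 3433, with a gene counted once for each condition in which it was called. Summed in the same way, the methods' t-test without adjustment called 2654 genes higher and 5334 lower. At 18/1 5 hr, 33.5% of the called genes were higher than in unstimulated neurons, and at 90/5 2 hr 50.7% were. Centring the samples on their medians alone changed these shares to 8.69% and 76.2%, and at 18/1 5 hr the share was 49.8% without the spot filter and 48.2% with the trend on probe GC content removed, so the balance of up- and down-regulated genes rests on the scaling between arrays and on the probes used.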

**Figure 3:**
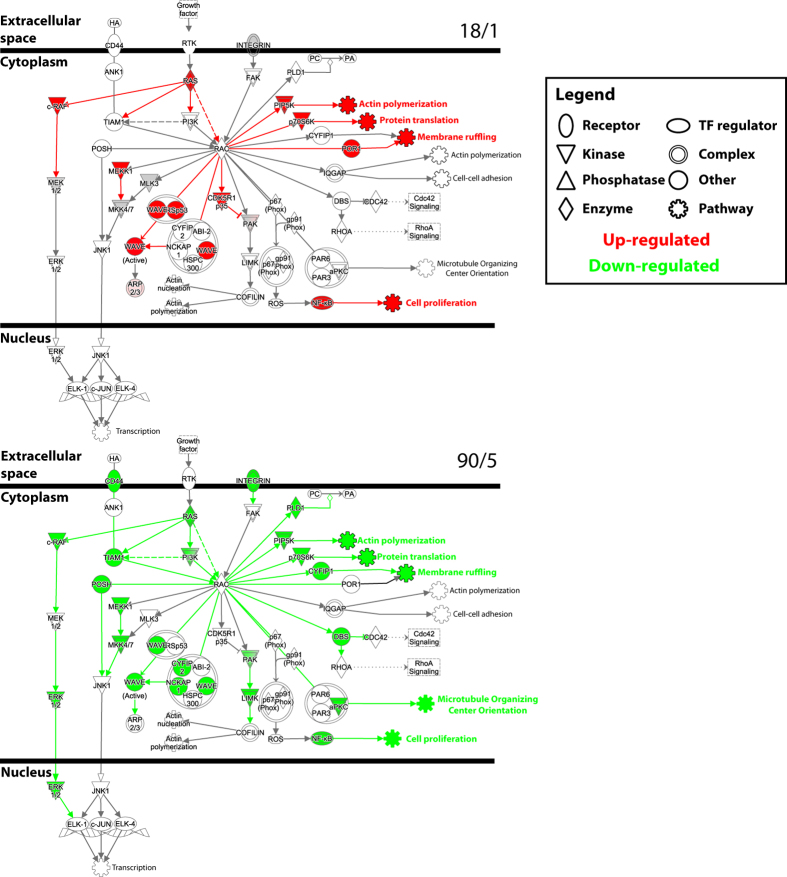
Opposing regulation of nerve growth factor and *Rac* signalling in DRG neurons. Pathway analysis of enriched canonical pathways identifies opposing regulation of *Rac* signalling by 18/1 and 90/5 patterns of stimulation. *Rac* signalling pathways were oriented to depict extracellular, cytoplasmic, and nuclear sites of action. Nodes in the pathway are up- (25, red) or down-regulated (11, green) depending on the regulation of target pathway genes. Shaded targets reflect multiple regulated components (e.g. MAPK pathway in 18/1 stimulation pattern). Multiple downstream pathways interacting through *Rac*, e.g., actin polymerization, translation and membrane ruffling, affect neurite outgrowth and dynamics.

**Figure 4:**
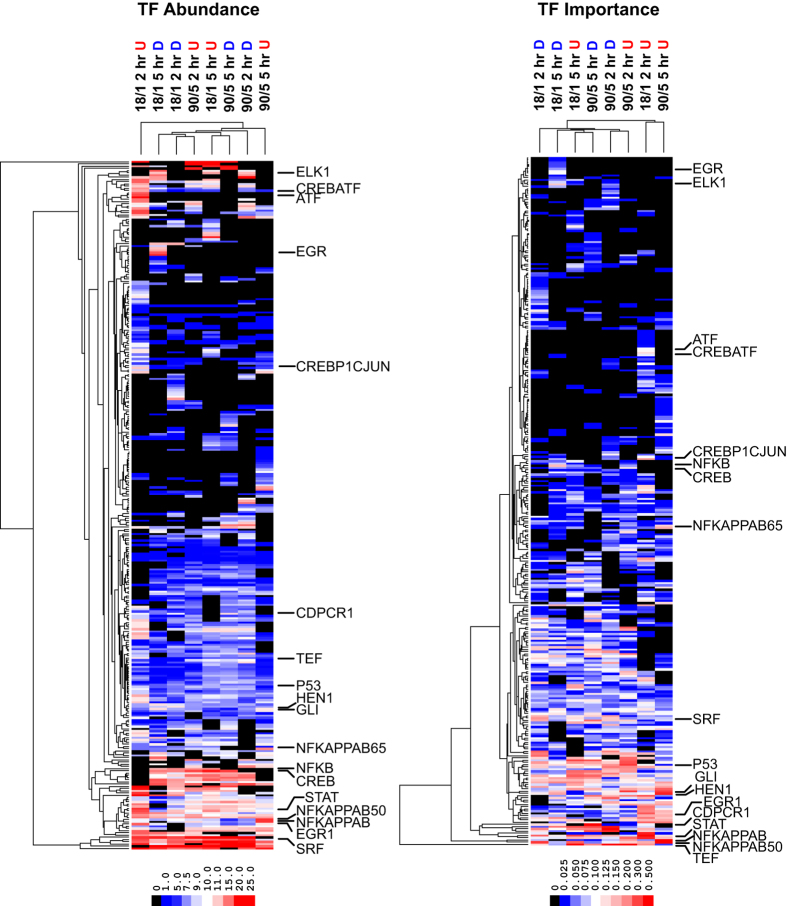
Enrichment of activity-regulated transcription factor binding sites. Hierarchical clustering of 311 TFBS by site and condition. Cis-regulatory elements identified through evolutionary conserved regions (ECRs), promoters, and 5′-UTRs are clustered by % occurrence within a gene set and by importance factor (TF abundance X TF weighting) for 18/1 and 90/5 stimulation patterns at 2 hr and 5 hr. Background gene sets (305 genes) were determined by filtering microarray data to identify genes not regulated by either pattern at 2 hr and 5 hr (fold-change < |1.4|), and used to calculate weighting for TF analysis. Enriched TFBS are annotated for both % abundance and importance.

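With a limit of 1.4-fold in place of 1.1-fold, 3069 of the 10355 genes changed by less than the limit in all 4 conditions, or 29.6%.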

**Figure 5:**
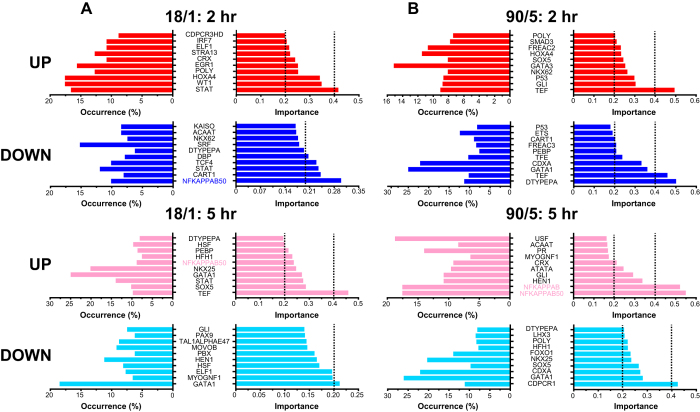
Top 10 candidate transcription factor binding sites enriched by stimulus pattern and duration. Top 10 candidate cis-regulatory elements are shown for genes activated by the 18/1 (**A**) and 90/5 (**B**) stimulation patterns after 2 hr and 5 hr. Importance factor scores >0.2 may be functionally significant as measured by enriched datasets for NF-κB and CREB binding site and downstream regulators of MAPK signalling in DRG neurons (Figure S2). Several candidate sites have high importance factor scores for multiple conditions, e.g. *Tef*. The TFBS used for this analysis are not differentiated by enhancer, repressor, or activation.

**Figure 6:**
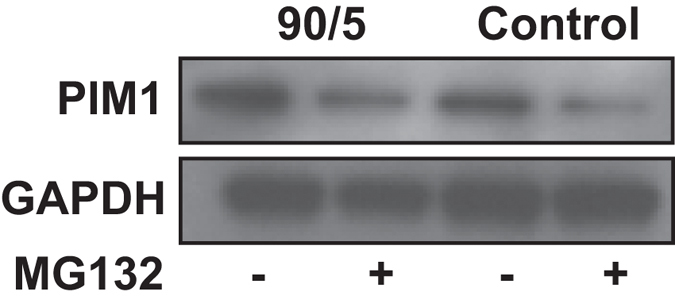
NF-κB target gene PIM1 is up-regulated by patterned action potential activity. Protein expression levels of PIM1 following 90/5 stimulation for 5 hr were measured by immunoblotting. 10 μM MG132, a general proteasome and NF-κB inhibitor, was pre-incubated for 2 hr prior to stimulation. MG132 treatment reduced basal levels of PIM1 expression. GAPDH was used as a loading control.

**Table 1:** Enriched gene networks recruited by 18/1 patterned action potential stimulation for 5 hr.

Network	Score	Top Disease and Function	Focus Molecules
1	38	Behavior, Nervous System Development and Function, Cellular Assembly and Organization	*AKTIP, ALAS1, CALU, CNOT10, CPT2, CRY2, DDX56, ECD, EHD2, FAM127C, GIGYF2, HDLBP, HOOK1, IGF1R, KIF21B, MRPL39, MRPS24, MRPS9, NUFIP1, PAN3, PDGF* (family), *PER1, PER2, PFDN2, PIH1D1, POLR3A, PRKCDBP, RPAP3, RQCD1, TELO2, TNRC6C, TRIM3, UBOX5, USP2, ZNF598*
2	38	Small Molecule Biochemistry, Nutritional Disease, Psychological Disorders	*ANKIB1, CEP250, CIZ1, CNR1, CUL7, DAP3, DDX21, DGCR14, EPB41L3, ERRFI1, FBL, GALNT18, GBP4, GCH1, GPCPD1, GPD2, HAO1, HSPA9, LCN12, MICALL1, MMEL1, MTMR1, NSUN4, NUP160, PABPC4, PACSIN3, PRMT3, PSPC1, RAB35, SLC25A13, SPICE1, SRSF10, TUFM, ZSWIM7*, methyltransferase
3	38	Cellular Assembly and Organization, Cellular Compromise, Dermatological Diseases and Conditions	*AIFM3, ARL2, ATAD1, ATPase, CARNS1, CCAR1, CUEDC1, DDX3X, DDX54, DEDD2, DMTN, DPP3, ELMOD2, ETNK2, FAM89B, GRIP1, LOR, MFSD2A, NEDD4L, NR2F2, NR3C1, PEX6, PIM3, PRRG1, RAD54L2, RNF10, SMARCA4, TCF19, TMEM55A, TULP3, UBTD1, WDR19, WRNIP1, ZNF462, ZNF704*
4	38	Hereditary Disorder, Neurological Disease, Psychological Disorders	*ADNP2, AGPAT3, AOC2, ATP5J2-PTCD1, BIN3, BMS1, CADM3, CADM4, CCDC12, CREB3, CRYZL1, FBXL4, GOLPH3L, HEBP2, HSD17B7, Histone h3, KAT7, KLHDC10, MFSD5, NAB1, RBM6, RNASEH2A, SCRT1, SDSL, SHMT2, SLC29A2, SLC35C2, SLC41A3, SNX14, SSRP1, SYNGR1, TMEM140, VKORC1, XRCC6, ZNF239*
5	36	Cellular Assembly and Organization, DNA Replication, Recombination, and Repair, Developmental Disorder	*ABTB1, ANKRD32, APEH, ASB6, ASF1A, ASF1B, AUP1, BPTF, BRF2, CAPRIN2, CBR1, CHRAC1, CSDC2, DIP2B, ERCC8, Ewsr1, FRZB, Frizzled, HIST1H3A, HOXD1, ISL2, KDM4C, LDB1, OTUD4, PLC, POLE3, PREB, RNF38, SMARCA1, SMARCA5, SNAPC4, SSBP4, UBA5, UBN1, XAB2*

Network discovery by IPA of enriched disease and function. Network score are listed for 5 top-scoring networks, encompassing processes important in nervous system development, function, and disease.

**Table 2:** Enriched gene networks recruited by 90/5 action potential patterned stimulation for 5 hr.

Network	Score	Top Disease and Function	Focus Molecules
1	39	Cell Morphology, Connective Tissue Development and Function, Tissue Morphology	*ABCC5, ABCF1, ATM/ATR, CDKAL1, CTU1, DDX52, DPH2, FAM120B, GPANK1, GULP1, HLCS, KIAA1161, MMS19, MON2, MSL2, MXD3, MYO18A, NCAPD3, NCAPH2, NKAP, ORAOV1, PHLPP1, PRIM2, RBM39, SLC12A2, SLC30A1, SLC38A2, SLC4A7, SLC7A1, SMC2, SMC3, SNX27, SRC*
2	38	Neurological Disease, Small Molecule Biochemistry, Developmental Disorder	*ACAD10, APP, ATCAY, CHCHD6, DPY19L3, FRMD8, GSPT2, HBS1L, IMP4, ISOC2, KCTD18, LETM2, LHFPL2, MAB21L2, NARF, ORMDL1, PATL1, PHACTR4, PLEKHO2, PUS7L, RAB39A, RCBTB1, RNF24, RP9, Rbfox3, SLC25A38, SLC41A3, TBC1D25, TCP11L2, UGGT2, ULK4, VAT1L, ZC2HC1A, ZNF322, ZNF35*
3	37	Post-Translational Modification, Cell Morphology, Cellular Assembly and Organization	*AFAP1, ATE1, Ank2, CEP170, DUB, FTO, HERC2, KCNC4, KIF3A, KIF3B, KIF3C, MED20, NPR2, PAN2, PCYT1A, Par6, Pkc(s), RNF168, SLC18A3, SLC6A9, TRIM46, USP1, USP10, USP12, USP28, USP29, USP30, USP32, USP38, USP40, USP42, USP54, WDR20, WDR62, ZRANB1*
4	37	Cancer, Gastrointestinal Disease, Organismal Injury and Abnormalities	*ABR, ADIPOR2, AGL, APPL1, CENPC, DARS2, DPYSL5, EIF5B, ERBB2IP, GAPVD1, INSM1, KCNA5, KCNS3, KCTD5, KIF26B, MINK1, MPP3, NELL1, NHLRC1, NIT1, NSL1, OCRL, PKNOX1, PRKAB2, RAB11FIP5, RPAP1, Rab11, Rab5, Rac, SLTM, TPCN2, TROVE2, ZBTB3, ZFYVE9, ZNF202*
5	37	Cell-To-Cell Signalling and Interaction, Cellular Movement, Cellular Development	Alpha catenin, *BAG2, BSN, CCDC117, CDH2, CDH4, CDH8, CEP68, CTBP1, CTNND1, Cadherin, DEF6, ERC2, FOXJ3, HDAC11, IQSEC1, KCTD6, LTN1, MLF2, NUP85, OGT, PHF20, RBBP5, RBM22, RNF111, S1PR1, SATB1, SSPN*, Spectrin, *TJP1, TMEM117, TRIM26, TRMT2A, ZEB2, ZKSCAN8*

Network discovery by IPA of enriched disease and function. Network score are listed for 5 top-scoring networks, encompassing processes important in cellular development, morphology, and disease.

**Table 3:** Enriched canonical pathways by 18/1 patterned stimulation for 2 hr and 5 hr.

Pathway	# mol	Z-score	p	Molecules
**2** **hr**				
IGF-1 Signalling	7	−1.13	4.41e-3	*FOS, CSNK2A2, SOCS3, SHC1, PRKAG2, STAT3, SOCS5*
ERK/MAPK Signalling	8	−2.12	3.76e-2	*FOS, SHC1, ITGA3, PRKAG2, DUSP4, PAK7, RPS6KA1, STAT3*
Tec Kinase Signalling	7	−1.63	4.62e-2	*FOS, ITGA3, GNB2, STAT2, PAK7, STAT3, ITK*
Axonal Guidance Signalling	15	—	3.80e-2	*RGS3, SLIT1, BDNF, NFATC3, C9orf3, EPHA1, WNT9A, PLCH2, LIMK1, SHC1, ITGA3, PRKAG2, GNB2, PAK7, VASP*
**5** **hr**				
CDK5 Signalling	20	−0.47	1.07e-2	*ITGB1, PPP1R14C, RAF1, BDNF, PPP2R5D, PPP2R5B, ADCY6, MAPK12, CACNA1A, CDK5R1, ADCY9, PPP1R3D, ITGA3, PPP1R12A, MAP2K2, CAPN1, PRKAG2, MRAS, PPP2R5E, MAPK7*
Death Receptor Signalling	19	2.07	9.45e-3	*MAP2K4, GAS2, RELA, MAP2K7, PARP8, TNKS2, FAS, ACIN1, DAXX, TRADD, TRAF2, CASP9, CRADD, TNFSF12, BID, HTRA2, CHUK, NFKBIB, TNFRSF10A*
Rac signalling	20	1.34	2.29e-2	*MAP2K4, ITGB1, RELA, RPS6KB1, RAF1, MAP2K7, MAP3K11, ARPC5L, MAP3K1, PIKFYVE, PIP4K2B, WASF1, CDK5R1, PAK1, ITGA3, MAP2K2, BAIAP2, MRAS, PIP5KL1, PAK7*
ERK5 signalling	13	1.73	3.76e-2	*IL6ST, RPS6KB1, BAD, CREB3, CREBBP, MYC, RPS6KA6, MEF2D, NTRK1, MRAS, FOSL1, MAPK7, RPS6KA1*
NGF signalling	19	1.41	4.20e.2	*MAP2K4, GAS2, RELA, MAP2K7, PARP8, TNKS2, FAS, ACIN1, DAXX, TRADD, TRAF2, CASP9, CRADD, TNFSF12, BID, HTRA2, CHUK, NFKBIB, TNFRSF10A*

IPA analysis was performed on up- and down-regulated transcripts (>|1.4|-fold and p < 0.05) as described in Fig. 2 and mapped to cellular and molecular signalling pathways. Z-score represents the predicted pathway activation (+) or inhibition. Significance values were calculated by a Fisher’s exact test (right-tailed) to determine the probability that a pathway was attributable to chance alone. Enriched pathways are shown, demonstrating opposing activation (18/1) and inhibition (90/5) for Nerve Growth Factor (NGF) and Rac signalling (Fig. 3) important for neurite outgrowth.

**Table 4:** Enriched canonical pathways by 90/5 patterned stimulation for 2 hr and 5 hr.

Pathway	# mol	Z-score	p	Molecules
**2** **hr**				
p53	14	1.27	9.23e-3	*GADD45B, JMY, TOPBP1, PIK3R1, BAX, TP53BP2, CCNG1, PIK3R3, BBC3, PPP1R13B, SIRT1, ADGRB1, GSK3B, TNFRSF10A*
Tec Kinase	19	−0.258	1.72e-2	*TNFRSF21, STAT5A, PIK3R1, STAT3, GNG7, PIK3R3, FOS, GNAI3, ITGA3, LCK, TNFSF12, PAK2, GNAO1, MAPK10, STAT2, RHOF, STAT5B, TNFRSF10A, PRKCA*
Cyclins and Cell Cycle Regulation	11	1.13	2.49e-2	*MYT1, E2F4, HDAC2, SUV39H1, HDAC11, PPP2R5B, TGFB3, E2F5, GSK3B, CDKN1B, SIN3A*
**5** **hr**				
Calcium	31	−4.08	2.32e-4	*RAP2B, PRKACB, RAP2A, MYH10, Calm1 (includes others), CAMK4, NFATC3, PRKAG1, CABIN1, GRINA, EP300, HDAC6, CAMK2D, PPP3CB, TRPV6, PPP3R1, HDAC11, MAPK3, CAMK1G, RYR2, PPP3CC, PNCK, ATF2, GRIN3A, RCAN1, MICU1, CHRNB2, MEF2D, PRKAG2, RCAN3, CAMK2G*
Rac	19	−4.36	4.11e-3	*RELA, RPS6KB1, TIAM1, NRAS, PIK3R1, PIP4K2B, WASF1, PIK3R4, PLD1, LIMK1, MCF2L, ITGA3, CYFIP2, PAK3, MAPK3, CD44, PIK3CD, PAK7, SH3RF1*
NGF	19	−4.36	4.11e-3	*TP53, RELA, RPS6KB1, NRAS, PIK3R1, MAP3K4, PIK3R4, NGF, ATF2, EP300, SHC1, MAP3K12, IKBKB, PTPN11, MAPK3, NTRK1, PIK3CD, MAPK7, MAP3K2*
Rho Family GTPase	31	−4.16	3.06e-2	*RELA, ARHGEF7, PIK3R1, WASF3, PIP4K2B, PIK3R4, SLC9A1, LIMK1, ITGA3, GNAT1, RHOT1, MAPK3, ARHGEF11, ARHGEF12, CDH4, GNAI1, CDC42EP3, WASF1, PLD1, MAP3K12, GNAI3, FOS, CDH2, RHOV, PAK3, CDH8, PIK3CD, PAK7, ACTG1, ARHGEF9, ARHGEF10*
PTEN	19	2.36	1.67e-2	*RELA, RPS6KB1, NRAS, PIK3R1, ILK, FGFR2, OCRL, SHC1, IKBKB, ITGA3, CASP9, MAGI1, MAPK3, NTRK1, PIK3CD, CDKN1B, INSR, KDR, MAGI3*

**Table 5:** NF-κB Enriched Targets.

Regulation	Pattern	Time (Hr)	Transcripts		NF-κB Sites	
			ALL NF-κB	Prom	Total	Unique
Down	18/1	2	18.7	31.3	3.3	1.7
		5	17.2	27.2	2.1	1.5
Up		2	12.6	23.3	2.4	1.3
		5	18.3	30.3	2.5	1.3
Down	90/5	2	13.5	23.5	1.0	0.8
		5	10.7	18.5	0.7	0.6
Up		2	19.6	30.6	3.0	1.4
		5	25.1	36.5	4.5	2.5

NF-κB sites are enriched in transcripts following 5 hr stimulation by the 90/5 pattern. Transcripts up- and down-regulated by patterned stimulation for 2 hr and 5 hr by 18/1 or 90/5 stimulation patterns ( >1.4-fold and p < 0.05) were analyzed by DIRE. Transcripts containing NF-κB sites (NF-κB, NF-κB p50, and NF-κB p65) were filtered and summarized by transcript and TFBS. For NFK analysis by transcripts, the % of NFK-containing transcripts to total transcripts (Transcripts within proximal promoter or across intergenic, upstream, and ECRs) is given. For NF-κB TFBS analysis by site, unique sites or total # of observations were considered. In all 4 types of analysis, there was significant enrichment in NFK sites for 5 hr at 90/5 [Mean and 95% confidence interval for transcripts: 17.0 ± 3.2% (All NF-κB), 27.6 ± 3.9% (Promoter only); for NF-κB sites: 2.4 ± 0.8% (Total) and 1.4 ± 0.4% (Unique)].

# Supplementary material for: Gene networks activated by specific patterns of action potentials in dorsal root ganglia neurons
**Source:** Sci Rep. 2017 Mar 3;7:43765. doi: 10.1038/srep43765
**Supplement:** Supplementary Material

**Gene networks activated by specific patterns of action potentials in dorsal root ganglia neurons.**

Philip R. Lee, Jonathan E. Cohen, Dumitru A. Iacobas, Sanda Iacobas, and R. Douglas Fields

**
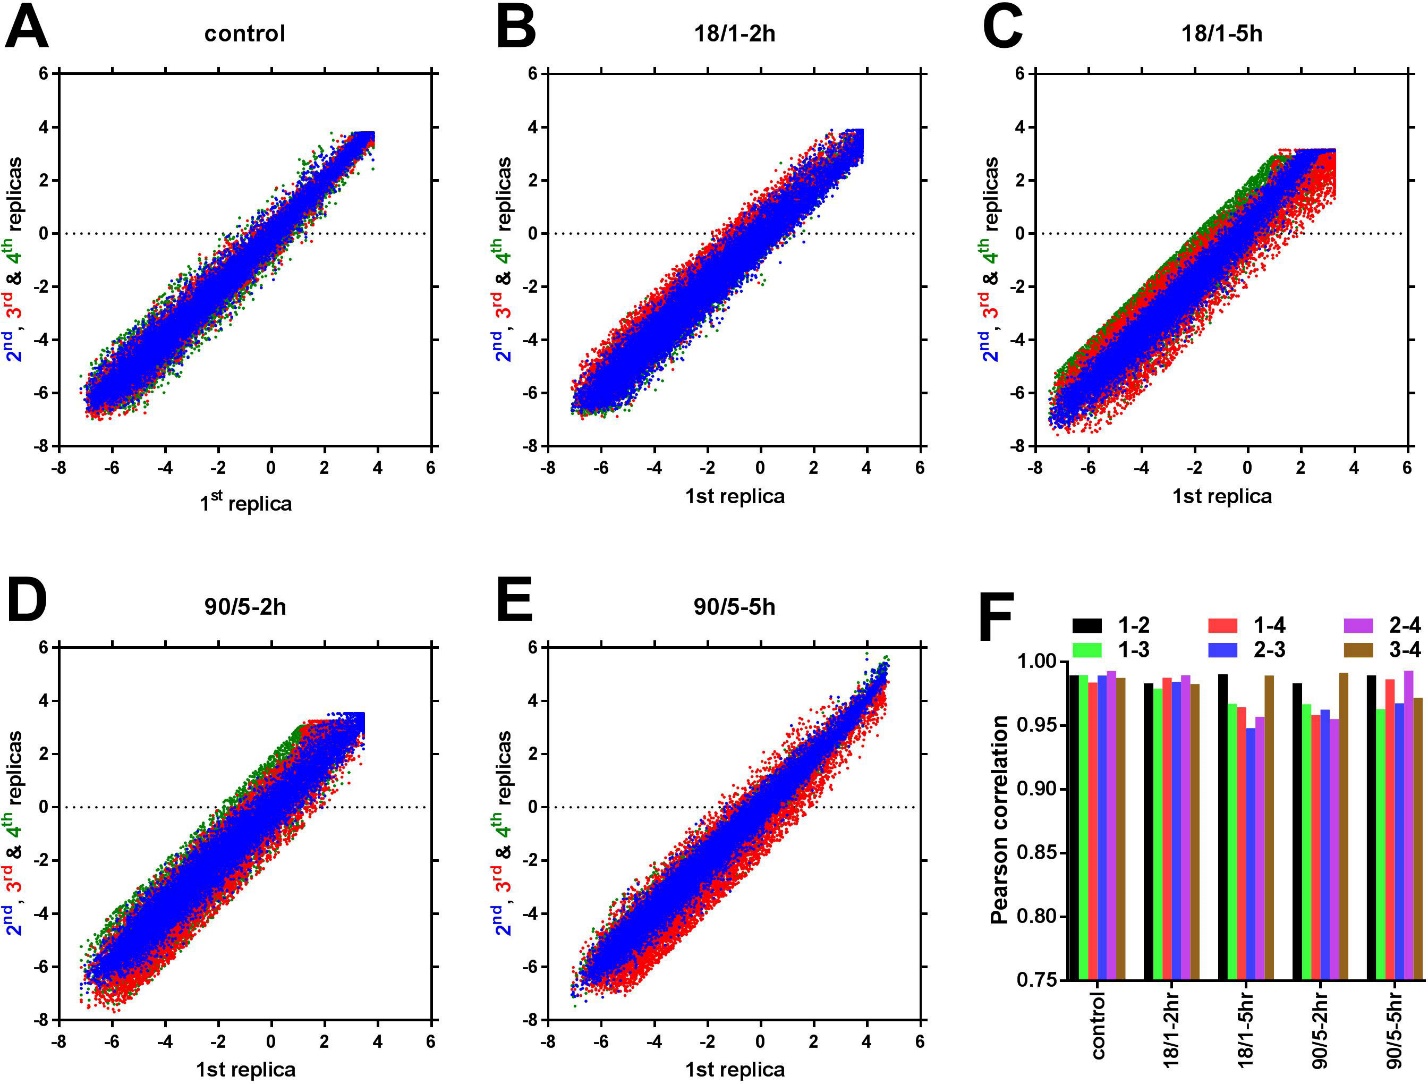
**

**Figure S1. Correlation of expression data among biological replicates of each condition. (A-E**) Log2 normalized expression levels of the 2nd, 3rd, and 4th, replicas were plotted against that of the 1st replica. Correlations for pairs 2-3, 2-4 and 3-4 of replicates for each of the five conditions (not shown) were very similar as indicated by their Pearson coefficient (last three columns in each group from (F)) (**F**) Pearson product-moment correlation coefficient between the expression levels of all six pairs (1-2,1-3,1-4, 2-3, 2-4, 3-4) that can be formed with the four biological replicas in each condition. Note the high correlation between the gene expression levels in every pair (from 0.948 for pair 2-3, blue bar; in 18/1 for 5hr) to 0.993 for pair 2-4, purple bar; in 90/5 for 5hr). In F, each column represents the Pearson correlation between the expression values of >14k unigenes quantified in both indicated replicas (e.g 1 & 2 in the black column) of the respective condition. The high correlation between microarray samples demonstrates the reproducibility and sensitivity of the Agilent microarray platform

**
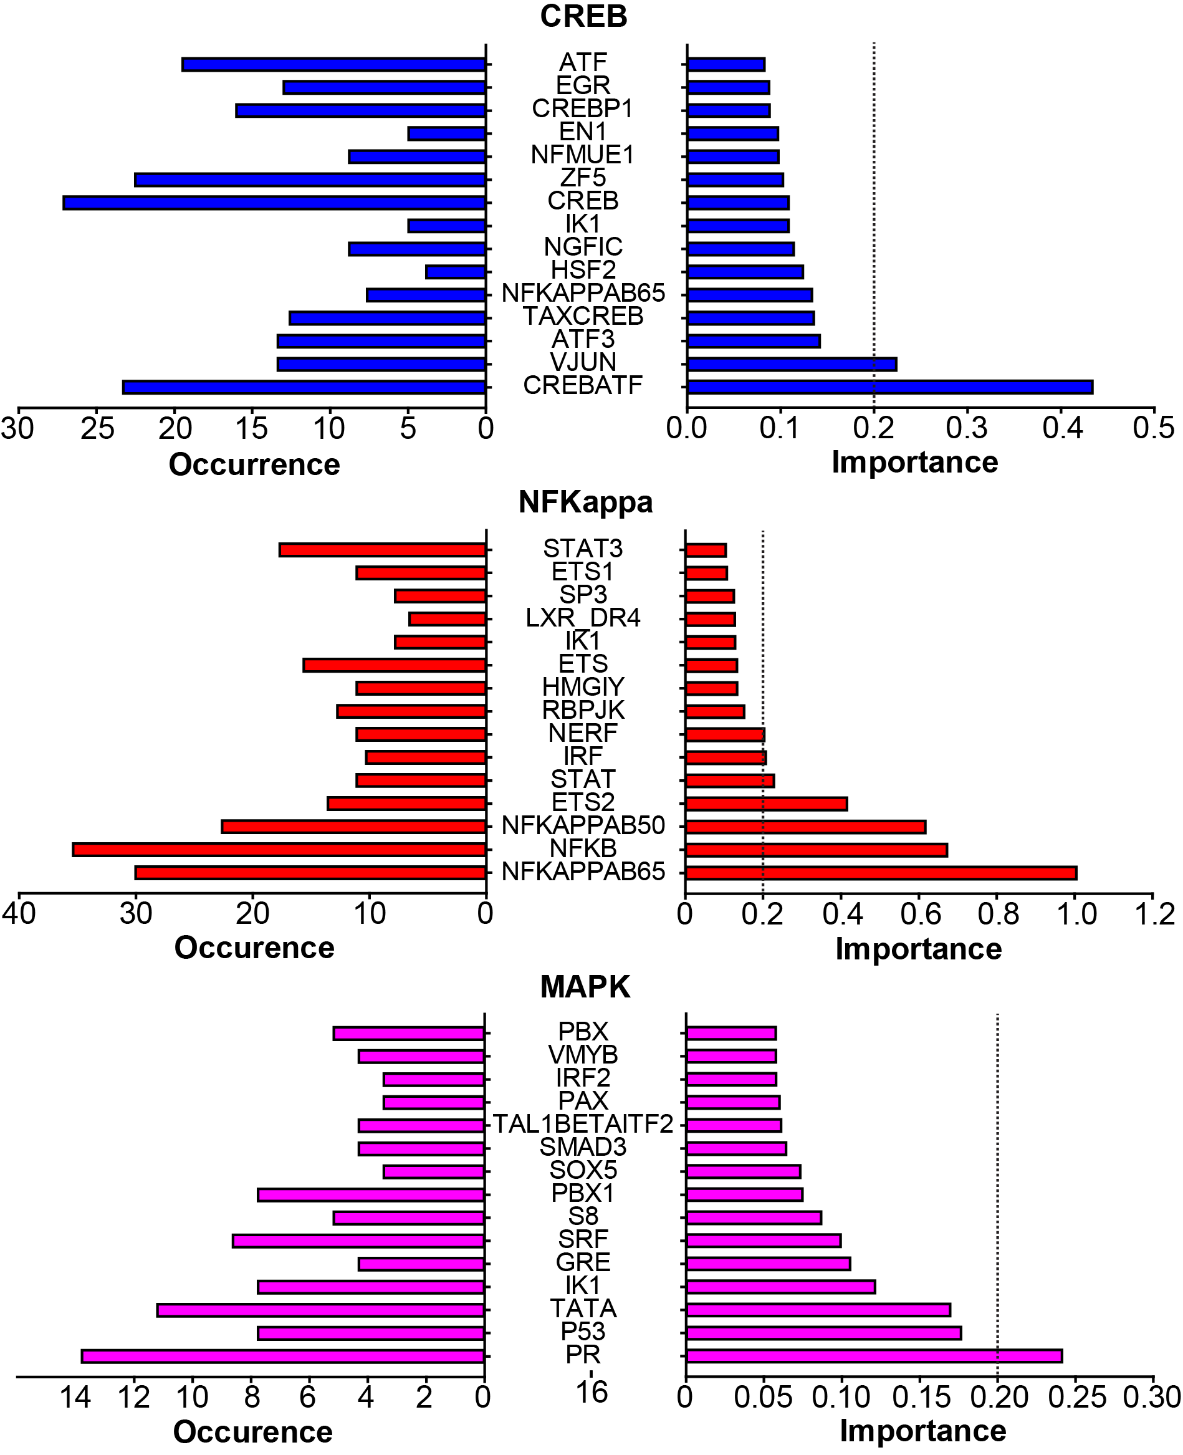
**

**Figure S2. Enrichment of TFBS identified in CREB, NF-κB** **and MAPK gene sets.** Top 10 candidate cis-regulatory elements identified by DIRE1 in selected datasets corresponding to CREB (significantly up-regulated transcripts)2, NF-κB (identified targets of NF-κB signaling) (http://www.bu.edu/nf-kb/gene-resources/target-genes/), and MAPK regulated transcripts (down-regulated transcripts in ERK1/2 cKO mice)3. For each TF enriched dataset, % occurrence and importance factor are given for the top 10 enriched sites. DIRE analysis was performed using a background get of 5,000 randomly selected genes and top 3 ECRs + promoter ECRs.

**Table S1. mRNA regulation of immediate early genes (IEG) and NF-κB genes, measured by RT-PCR.** NPAS4 (Neuronal PAS Domain Protein 4) and EGR1 (KROX-24/zif-268) were two of the most highly regulated transcripts identified by microarray for all conditions and were selected as representative IEGs. PIM1, NFKBIE, and BCOR containing from 1 to 6 unique sites, were selected as representative NF-κB -responsive genes.

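*Npas4* (NM_153553, probe on chromosome 19 of mm9 from 4984356 to 4984415) had a log2 signal on the arrays of 7.41 ± 0.25 (SD, n = 4) in unstimulated neurons. Its log2 fold changes were 4.62 at 18/1 2 hr, 4.79 at 18/1 5 hr, 5.62 at 90/5 2 hr and 5.80 at 90/5 5 hr (standard error 0.61 each), with adjusted p = 0.00184, 2.81e-05, 2.95e-05 and 4.67e-05 by limma with Benjamini-Hochberg adjustment in the fit with the filter within a condition. At 18/1 2 hr it was not called without array 1 (4.64) or array 2 (4.61). *Egr1* (NM_007913, probe on chromosome 18 from 35024395 to 35024454) had log2 fold changes of 2.70, 0.99, 2.70 and 3.17 in the same order (standard error 0.59 each), with adjusted p = 0.445, 0.174, 0.00707 and 0.0323 by limma, so it was called after 2 hr and 5 hr of the 90/5 pattern. These calls do not set the patterns apart at 2 hr: with slide 2 left out of the fit, an alternative chosen after seeing the data, it was also called at 18/1 2 hr (adjusted p = 0.00382, limma), and in the fit with the filter within a condition it was not called at 90/5 5 hr (adjusted p = 0.0753, limma). At 90/5 2 hr it was not called without array 1 (2.64), array 2 (2.75) or array 8 (2.82), and at 90/5 5 hr it was not called under any omission of a sample or array but that of 90/5 5 hr replicate 3, with log2 fold changes of 2.74 to 3.60. At 18/1 5 hr the 2 arrays differed for *Egr1*: the log2 fold change was -0.33 without array 6 and 2.32 without array 5. At 5 hr it was higher with the 90/5 than with the 18/1 pattern, by a log2 difference of 2.17 (standard error 0.59, adjusted p = 0.00489, limma). This difference rests largely on array 5, where its log2 signal was 7.91 and 7.95. It was 10.5 and 10.7 on array 6 and 10.9 to 11.9 at 90/5 5 hr. The RT-PCR of the paper gives the opposite order at 5 hr, with the larger rise of *Egr1* after the 18/1 pattern.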

| **stimulation /time** | **gene** | **mean ± SEM** | **N** | **t-value** | **P-value** | **significance** | **# NF-κB sites** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 90/5 @ 5hr | NPAS4 | 99.9 ± 17.9 | 3 | 5.5 | 0.016 | * | - |
| 90/5 @ 5hr | EGR1 | 20.0 ± 2.4 | 3 | 7.8 | 0.008 | ** | - |
| 90/5 @ 5hr | NFKBIE | 2.5 ± 0.4 | 4 | 3.6 | 0.019 | * | 4 |
| 90/5 @ 5hr | PIM1 | 2.1 ± 0.5 | 6 | 2.1 | 0.043 | * | 6 |
| 90/5 @ 5hr | BCOR | 2.0 ± 0.1 | 3 | 13.3 | 0.003 | *** | 1 |
|  |  |  |  |  |  |  |  |
| 18/1 @ 5hr | NPAS4 | 40.4 ± 12.1 | 3 | 3.3 | 0.041 | * | - |
| 18/1 @ 5hr | EGR1 | 88.9 ± 26.6 | 3 | 3.3 | 0.040 | * | - |
| 18/1 @ 5hr | NFKBIE | 0.9 ± 0.3 | 3 | -0.4 | 0.761 |  | 4 |
| 18/1 @ 5hr | PIM1 | 1.0 ± 0.2 | 3 | 0.2 | 0.885 |  | 6 |
| 18/1 @ 5hr | BCOR | 1.2 ± 0.1 | 3 | 1.5 | 0.282 |  | 1 |

*p ≤ 0.05, **p < 0.01, and ***p < 0.005; t-test, comparing to corresponding control, unstimulated cultures. Mean and SEM values correspond to normalized fold changes relative to GAPDH. N = 1 represents pooling of 4 culture dishes (8 separate compartments) combined for analysis of transcript mRNA. # NF-κB sites corresponds to unique NF-κB sites from DIRE analysis.

**Table S2. Transcription factor signatures by gene set enrichment analysis.** Filtered transcriptome data (N=4 replicates per condition) was analyzed by GSEA using the molecular signatures database (MSigDB) C3, motif gene sets, comprised of 836 gene sets corresponding to miRNA targets (221) and transcription factor targets (615). Gene set enrichment statistics are given, as the normalized enrichment score (NES)4 defined as the enrichment score/mean enrichment score against all permutations in the dataset) and the false discovery rate (FDR) in parenthesis. TFBS were considered when the FDR <10% (FDR stringency was adjusted in order to discover gene set signatures as described in the GSEA methods).

|  |  | **18/1** | | **90/5** | |
| --- | --- | --- | --- | --- | --- |
|  | **TFBS** | **2HR** | **5HR** | **2HR** | **5HR** |
| **SRF** |  |  |  |  |  |
|  | V$SRF_C | **2.28 (0.02)** |  | 1.82 (0.39) | **1.96 (0.07)** |
|  | V$SRF_Q4 | **2.27 (0.01)** |  | 1.68 (0.26) | **1.80 (0.09)** |
|  | CCAWWNAAGG | **1.96 (0.03)** |  | 1.55 (0.41) | 1.48 (0.26) |
|  | V$SRF_Q6 | **1.90 (0.05)** |  |  | 1.63 (0.12) |
| **CREB** |  |  |  |  |  |
|  | V$ATF6_01 | **2.15 (0.02)** |  |  |  |
|  | V$CREBP1_Q2 | **2.06 (0.03)** |  |  |  |
|  | V$CREB_Q2 | **1.88 (0.05)** |  |  |  |
|  | V$ATF_B | **1.84 (0.05)** |  |  |  |
|  | V$CEBPDELTA_Q6 | **1.83 (0.05)** |  |  |  |
|  |  |  |  |  |  |
| **NFK** | V$NFKB_C |  |  |  | **1.95 (0.04)** |
|  | V$NFKAPP65_01 |  |  |  | **1.75 (0.08)** |
|  | V$NFKB_Q6_01 |  |  |  | **1.75 (0.08)** |
|  | V$CREL_01 |  |  |  | 1.64 (0.12) |
|  | V$NFKAPPAB_01 |  |  |  | 1.54 (0.20) |

**Table S3. DIRE Prediction of Transcription Factor Binding Sites.** % occurrence and importance factor for 311 predicted TFBS identified by DIRE analysis. Results summarized in Fig, 4 and Fig. 5 are given for both electrical stimulation pattern (18/1 and 90/5) and duration (2 hr and 5 hr). TFBS were identified in evolutionary conserved regions (ECRs), upstream promoters, and 5’-UTRs. As detailed in the Methods, default parameters e.g. a large random set of transcripts (5,000), does not accurately represent tissue-specific expression of transcripts and corresponding TFBS present in DRG neurons and would skew the predicted importance factor. TF weighting to calculate importance factor was performed by applying a background gene set of moderately expressed transcripts not regulated by either pattern at 2 hr and 5 hr.

**REFERENCES**

1. Gotea, V. & Ovcharenko, I. DiRE: identifying distant regulatory elements of co-expressed genes. *Nucleic Acids Res*. Jul **1;36** (Web Server issue):W133-9 (2008).
2. Benito, E., Valor, L.M., Jimenez-Minchan, M., Huber, W. & Barco, A. cAMP response element-binding protein is a primary hub of activity-driven neuronal gene expression. *J Neurosci* **31**(50):18237–18250 (2011).
3. Newbern, J.M. *et al.* Specific functions for ERK/MAPK signaling during PNS development. *Neuron*. Jan 13;**69(1):**91-105 (2011).
4. Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A*. Oct 25;**102(43)**:15545-50 (2005).

How the deposited data were processed for this re-analysis (not part of the article)

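Expression was measured in cultured mouse dorsal root ganglion neurons on 10 two-colour Agilent arrays, in 20 samples: 4 each of unstimulated neurons and of neurons stimulated with the 18/1 or the 90/5 pattern for 2 hr or 5 hr. Both colours of an array held samples of the same condition, with 2 arrays per condition. The authors deposited the mean intensity of each spot and the median intensity of its local background in each colour, as extracted from the scanned images, on a linear scale and not normalized. The spots of slide 1 were extracted with version 10.7.1.1 of the scanner software and those of slides 2 and 3 with version 10.7.3.1, versions other than the one that the methods name. For each array, 70 further columns per colour, such as the values that the scanner software had itself corrected for background and dye, were not used. The marks for saturated, non-uniform and well-above-background spots were used as deposited. The later of the 2 annotations that came with the arrays was used for all of them. It differs from the earlier in the gene name of 8333 of the 44397 spots.

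All values were computed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and figures were drawn in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. Background was subtracted with the normexp method and an offset of 50, the colours were normalized within each array by loess with control spots at a weight of 0, and the arrays were scaled to each other with Aquantile. Spots had to be at least 2 times as bright as their background and free of the mark for non-uniform spots in all 20 samples. Spots of the same probe were averaged, and each of the 10355 remaining gene names was represented by its probe with the highest mean signal. Of these names, 86.2% match a gene symbol or synonym of the reference. A linear model was fitted in limma to all 20 samples, with a mean for each condition, a term for colour and the array as a random block, followed by empirical Bayes moderation. Benjamini-Hochberg adjustment was applied within each comparison, with a threshold of 0.05.

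Each stimulated condition was compared with unstimulated neurons, the patterns with each other at each time, the times with each other within each pattern, and 90/5 2 hr with 18/1 5 hr and 90/5 5 hr with 18/1 2 hr. The methods' t-test on linear values, with unequal variances, p under 0.05, a minimum fold change of 1.4 and a fold limit for each gene of 1 plus 2 times its pooled coefficient of variability, was run beside limma. The form of that fold limit is assumed, and the paper's correction over the spots of a transcript was not applied, so this test is the paper's criterion only in part. Lists of genes were tested with cameraPR at a preset correlation of 0.01, with fry and against 10000 random lists matched for size and signal. These were the Rac molecules of Tables 3 and 4, and a list of immediate early genes written down after the data were seen and before it was tested. The Rac tests were adjusted over 18 tests, of which 9 are not reported here. With 4 samples on 2 arrays per condition, single arrays weigh heavily, and on signals 2.27 to 10.4 times the background small changes are hard to see. The fit was tested on simulated data with 200 changed genes at each of several fold changes.

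The genes named in the text were chosen by a rule set before the data were examined: every gene that the paper names for its expression on the arrays, the molecules of its pathways as lists, and, per condition, the 3 genes called with the largest rise and the 3 with the largest fall among those with all 4 samples on the same side of all unstimulated samples. Values of genes that did not pass the spot filter come from a fit that asks for the filter in all 4 samples of at least 1 condition.

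The alternatives set before the data were examined were: no background subtraction, quantile normalization over all samples, centring on medians alone, the filter within a condition, no filter, leaving out saturated probes, every probe in place of 1 per gene, no colour term, no array block, means of arrays, the slide as a fixed block where both conditions share it, fitting only the conditions compared, a minimum fold change of 1.4 beside the adjusted p, the methods' t-test with and without adjustment, a block for replicate number, and leaving out each sample and each array in turn. Further alternatives were chosen after the data were seen: the background rule alone, leaving out also the spots marked as outliers of their probe's spots, weights for array quality, leaving out slide 2 with and without the background rule alone, and removing each sample's trend on the GC content of the probes. Other splits of the samples were drawn for each comparison.

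The transcription factor searches, the network and pathway programs, the immunoblots and the RT-PCR of the paper were not repeated, since they rest on other tools and data. Which colour held which replicate of 18/1 5 hr and of 90/5 2 hr could not be settled from the labels, which does not affect the comparisons of conditions.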

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

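The tests of array quality, saturated spots, software version, swapped labels and stimulation for the counts at 18/1 5 hr and 90/5 2 hr, of the external controls, and the use of simulations to judge chance, were chosen after the results were seen. The tests of probe GC content, of other splits, of regression to the mean and of single arrays for the transcripts that fell were set before.

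Samples far from the others of their condition were sought in 155 groups of 4 samples, of which chance alone puts about 1 in 20 past the limit used, or 7.75, and 4 were found. *Rgs2* was low in replicate 1 of unstimulated neurons, at a log2 signal of 10.04 against 10.28 to 10.29 in the others (gap over range 0.968). *Raet1b* was high in replicate 4 of unstimulated neurons, at 9.59 against 8.86 to 8.95 (0.883), and in replicate 2 of 90/5 5 hr, at 9.51 against 9.07 to 9.14 (0.836). Replicate 4 of 90/5 5 hr had 85 spots marked as non-uniform against 37 to 43 (0.875). The 4 are fewer than chance gives, and no biological explanation was tested for them.

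Genes differed between time points and between patterns in direct comparisons by limma with Benjamini-Hochberg adjustment: 4572 genes were called between 18/1 5 hr and 18/1 2 hr, 933 between 90/5 5 hr and 90/5 2 hr, 520 between 90/5 2 hr and 18/1 2 hr and 4707 between 90/5 5 hr and 18/1 5 hr. Each comparison involves slide 2 on one side. Each real grouping called more genes than every other of the 34 splits of its 8 samples that could be fitted (1 of 34 with as many, the real one). Simulations of unchanged conditions called at most 3 genes in these comparisons. They drew the noise of each gene separately, so noise of that kind can be excluded, and differences between arrays that many genes share cannot. Whether the slide, the arrays or the condition made the difference is another matter.

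Array quality on slide 2 is a candidate explanation for a large part of these counts. Arrays 5, 6 and 8 had many non-uniform spots and array 7 did not, and arrays 7 and 8 held the same condition. Over genes, array 8 minus array 7 had a correlation of 0.781 with 18/1 5 hr minus unstimulated neurons, and 93.4% of the genes called at 18/1 5 hr differed in the same direction between arrays 7 and 8. Without array 8, 105 genes were called at 90/5 2 hr, and without array 7, 2143. Of the transcripts called higher at 90/5 2 hr and lower at 5 hr than at 2 hr, 88.2% were higher on array 8 than on array 7, against 43.6% of all genes. Their median was 1.33 above unstimulated neurons on array 7 alone and 1.83 on array 8, on the log2 scale.

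Several other technical explanations are excluded as the whole cause. After the trend on probe GC content was removed, 3738 genes were still called at 18/1 5 hr, and with saturated probes left out 3900 were. Between 90/5 5 hr and 18/1 2 hr, extracted with different software versions, 4 genes were called, so a difference in version alone did not give a count like that at 18/1 5 hr. Regression to the mean gave at most 1.12% of transcripts called lower at 5 hr in simulations.

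What stays open is the part that stimulation plays. Since 93.4% of the genes called at 18/1 5 hr also differ between arrays of the same condition in the same direction, an effect of 5 hr of the 18/1 pattern and an effect of the arrays that carried it cannot be told apart: 18/1 5 hr was measured on arrays 5 and 6 alone, both of which had many non-uniform spots. Swapped array labels between these conditions also stay open. Array 8 of 90/5 2 hr had a correlation of 0.984 with array 6 and 0.968 with array 5, against 0.966 with array 7 of its own condition, as in a swap, while a swap would also need an array of 18/1 5 hr that resembles array 7, where the highest correlation was 0.951. No spread is known for such correlations. It is also untested whether the pooled cultures on array 8 differed from those on array 7.

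Probes for sequences that are not from mouse, the external controls, gave a signal in data that the paper does not report on. Over 25 probes with 250 spots per array, the median log2 difference from unstimulated neurons was 0.33 at 18/1 5 hr, with 24 of 25 probes higher, and 0.17 at 90/5 2 hr, with 23 of 25 higher, against 0.02 at 18/1 2 hr and 0.01 at 90/5 5 hr. By array it was 0.42 on array 5, 0.26 on array 6, 0.05 on array 7 and 0.28 on array 8. These probes have no target in neurons, so the difference may come from the quality of arrays 5, 6 and 8, and the design offers no biological explanation for it.

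Of the genes called at 90/5 5 hr, 2 are not named in the paper: NAP099731-001 and NAP111270-1, both lower than in unstimulated neurons, with log2 fold changes of -1.71 (4 of 4 samples below all unstimulated samples, adjusted p = 0.00673, limma with Benjamini-Hochberg adjustment) and -1.32 (4 of 4 samples below, adjusted p = 0.0323, limma). The first was not called without array 1 (-1.79), array 2 (-1.62) or array 9 (-1.61), and the second was called under no omission of a sample or array but those of unstimulated replicate 1 and 90/5 5 hr replicate 3, with values of -1.41 to -1.23. With saturated probes left out, 0 genes were called lower at 90/5 5 hr. Neither feature was called with quantile normalization over all samples, with centring on medians alone or with means of arrays. Nor was either called without the spot filter, where 17 genes were called at 90/5 5 hr, all of them higher. With slide 2 left out of the fit, an alternative chosen after seeing the data, both were called (adjusted p = 0.000832 and 0.000744, limma). As many genes as at 90/5 5 hr were called in 2 of 34 splits of these samples, the real one included, so chance cannot be excluded for the count. The other such split did not keep arrays whole. Slide 3 carried 90/5 5 hr alone, so the slide and the condition cannot be told apart for these probes.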

How the results depend on the processing

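Of the tests below, the background rule alone, the omission of outlier spots, the array quality weights, the omission of slide 2 and the removal of the GC trend were chosen after the data were seen, and the others were set before.

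Over all results and alternatives, 1882 values stayed on the same side of their threshold and in the same direction or within the limits set for a count, 137 counts or shares moved, 94 values were no longer called, 24 became called and 16 changed direction. All 30 values of the replicate correlations and all 108 of the immediate early genes were among the 1882, as were 48 of the Rac lists and 1277 of single genes. For the immediate early genes the limit was the SD over the members' log2 fold changes, which is wide. The fall of their median at 18/1 5 hr from 0.65 to 0.13 without array 6 counted as within it. Single genes lost their call most often with means of arrays (13) and without array 1 (13) or array 2 (11), and gained it most often with no array block (10). Where no construction is named below, the cause was not tested.

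Changes to the filter and the probes were as follows. The filter within a condition tests more genes (18744), and it called 4 genes at 18/1 2 hr, 6938 at 18/1 5 hr, 28 at 90/5 5 hr and 7157 between the patterns at 5 hr, with 62.5% called in no condition, 83.7% of the transcripts falling and 4 genes higher in all 4 conditions. No filter (30222 genes) gave 7785 at 18/1 5 hr, 17 at 90/5 5 hr and 8218 between the patterns at 5 hr, with 74.0% and 84.6%. Leaving out saturated probes (8485 genes left) gave 1 at 18/1 2 hr, 421 at 90/5 2 hr, 3 at 90/5 5 hr and 259 between the patterns at 2 hr, with 53.8%, 66.4% and 1 gene higher in all 4. It also gave 0 between 90/5 5 hr and 18/1 2 hr (limma: 288 at an unadjusted p under 0.05 otherwise). Every probe in place of 1 per gene gave 51.0% called in no condition.

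Changes to the model moved the small counts most. No array block, which treats the samples of an array as independent, gave 6 at 18/1 2 hr, 2312 at 90/5 2 hr, 51 at 90/5 5 hr and 1832 between the patterns at 2 hr, with 38.0% called in no condition. Means of arrays, with 10 values in place of 20, gave 1 at 18/1 2 hr, 208 at 90/5 2 hr, 2 at 90/5 5 hr, 162 between the patterns at 2 hr, 1 between 90/5 5 hr and 18/1 2 hr, 0 between 90/5 2 hr and 18/1 5 hr and 311 between 90/5 5 hr and 90/5 2 hr, with 59.8%, 91.6% falling and 1 higher in all 4. Fitting only the 2 conditions compared gave 14 at 18/1 2 hr, 49 at 90/5 5 hr and 0 between 90/5 2 hr and 18/1 5 hr, where limma on all samples gave 3165 at an unadjusted p under 0.05. A replicate block on unstimulated neurons, 18/1 2 hr and 90/5 5 hr, whose numbers were not found to pair the samples, gave 7 at 18/1 2 hr and 378 at 90/5 5 hr.

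The methods' t-test without adjustment gave 213 at 18/1 2 hr, 2136 at 90/5 2 hr, 577 at 90/5 5 hr and 1748 between the patterns at 2 hr, with 43.5% called in no condition, 63.3% falling, 11 genes higher and 18 lower in all 4. With Benjamini-Hochberg adjustment it gave 0 at 18/1 2 hr (limma: 93 at an unadjusted p under 0.05), 75 at 90/5 2 hr, 14 at 90/5 5 hr, 0 between the patterns at 2 hr (limma: 2046 unadjusted), 2939 between them at 5 hr, 0 between 90/5 2 hr and 18/1 5 hr and 25 between 90/5 5 hr and 90/5 2 hr, with 60.6%, 25.9% and 0 higher in all 4.

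The scaling between arrays changed directions. With quantile normalization over all samples, 4 genes were called at 90/5 5 hr, 0 between 90/5 5 hr and 18/1 2 hr (limma: 288 at an unadjusted p under 0.05 otherwise) and 121 stayed under 1.1-fold. Centring on medians alone gave 462 at 90/5 2 hr, 0 between 90/5 5 hr and 18/1 2 hr, 4594 between 90/5 2 hr and 18/1 5 hr, 46.9% called in no condition and 36 genes under 1.1-fold. It moved the median log2 fold change of all genes at 18/1 5 hr from -0.23 to -0.81. The median of the Rac list of Table 3 at 18/1 5 hr became -0.22, that of the Rac molecules of both tables at 90/5 5 hr became 0.00208, and that between the patterns at 5 hr became 0.58, all reversed. Set against the median of all genes, each of these lists kept its side: 0.59, -0.13 and -0.35. A limit of 1.4-fold in place of 1.1-fold gave 3069 genes.

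Of the alternatives chosen after the data were seen, the background rule alone gave 18 at 90/5 5 hr and 14 between 90/5 5 hr and 18/1 2 hr, with 58.6% called in no condition and 79.2% falling. Array quality weights gave 7 at 18/1 2 hr, 1163 at 90/5 2 hr, 234 at 90/5 5 hr, 43 between 90/5 5 hr and 18/1 2 hr and 5 between 90/5 2 hr and 18/1 5 hr, with 58.2% and 68.6%. In simulations these weights called up to 440 unchanged genes with equal spread and up to 15 with a spread that differs between arrays. Without the slide of 18/1 5 hr and 90/5 2 hr, 6 were called at 18/1 2 hr, 272 at 90/5 5 hr and 121 between 90/5 5 hr and 18/1 2 hr, and with the background rule alone as well 6, 461 and 289. With the GC trend removed, 2 were called between 90/5 5 hr and 18/1 2 hr, 820 between 90/5 2 hr and 18/1 5 hr and 583 between 90/5 5 hr and 90/5 2 hr, with 63.3% called in no condition.

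Leaving out each sample and each array in turn, with a lone array assumed to vary like the others, gave ranges. Genes called were 2 to 2 at 18/1 2 hr, 2825 (without array 1; 3038 without array 2 and 2860 without array 5) to 4830 at 18/1 5 hr, 105 (without array 8; 139 and 132 without arrays 1 and 2, 447 without unstimulated replicate 2, 440 without array 8 Cy5) to 2143 (without array 7) at 90/5 2 hr, 3 (without array 1; 4 without array 2 or 10) to 15 (without 90/5 5 hr replicate 3) at 90/5 5 hr, 76 (without array 8; 124 and 136 without arrays 3 and 4, 322 and 311 without array 8 Cy3 and Cy5) to 1963 (without array 7) between the patterns at 2 hr and 3101 (without array 5) to 5103 between them at 5 hr. The share called in no condition was 49.3% to 72.7%, the share falling 49.5% to 94.7% and the genes higher in all 4 conditions 2 to 3. Medians were -0.0574 (without array 5 Cy5) to 0.17 for the Rac list of Table 3 at 18/1 5 hr and -0.50 to -0.30 for the Rac list of Table 4 at 90/5 5 hr. Of the 22 transcripts, 17 (without array 9) to 22 were lower at 90/5 5 hr. Of the single genes, *Egr1* at 18/1 5 hr ran from -0.33 (without array 6) to 2.32 (without array 5), *Pim1* at 18/1 5 hr from -0.15 (without array 5) to 2.46 (without array 6) and at 90/5 2 hr from -0.22 to 0.65, *Tef* at 90/5 2 hr from -0.19 to 0.34 and *Nfkbie* at 90/5 2 hr from -0.18 to 0.16. This was not run for the other pairs of conditions.

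Signal over background limits what can be seen: with medians of 2.27 to 2.94 on slide 1, many probes lie close to background there, and those genes drop out under the filter. On slide 2, saturated spots set a floor under the rises of the brightest genes.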

Differences from the paper's values

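None of the tests in this part was chosen after the result was seen, except where that is said.

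The paper gives 86.1% of transcripts as not regulated in any condition, and 54.9% of genes were called in none of the 4 conditions here. The paper counts its share over its unique IDs. The share here is over the 10355 genes left by the spot filter, which drops dim spots. The sets and the criteria are unlike, so the shares do not measure the same extent of regulation. Of the alternatives set before the data were examined, the share was within 1.5 times the paper's with the filter within a condition (62.5%), no filter (74.0%), means of arrays (59.8%), the methods' t-test with Benjamini-Hochberg adjustment (60.6%), and without each of the unstimulated replicates 1 to 4 (58.6%, 59.2%, 58.4% and 57.8%), array 5 Cy3 (58.2%), array 5 Cy5 (58.5%), or arrays 1 (72.7%), 2 (70.6%), 3 (57.5%), 5 (70.8%) or 9 (57.5%). Under the other alternatives it was not. With alternatives chosen after seeing the values it was 58.6% (background rule alone), 58.2% (array quality weights) and 63.3% (GC trend removed).

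The paper reports 9 transcripts as higher in all 4 conditions, and 2 were called here. The methods' t-test without adjustment gave 11, of which 4 are among the paper's 9, and every other alternative set before the data were examined differed from the paper's number. The paper reports 22 transcripts as lower in all 4 conditions, and 0 were called here by limma with Benjamini-Hochberg adjustment. The methods' t-test without adjustment gave 18, of which 5 are among the paper's 22, and with every other such alternative the number differed. The paper gives 305 background genes, with a limit of 1.4-fold in a figure legend and of 1.1-fold, without a number, in its methods. Here 3069 genes were under 1.4-fold in all conditions, and 145 were under 1.1-fold, with 121 under quantile normalization over all samples and 36 with centring on medians alone, none of them within 1.5 times the paper's number. The supplement describes the paper's set as moderately expressed transcripts, while the counts here are over all genes that passed the spot filter, so the sets are unlike.

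For *Gata5* at 90/5 5 hr, the paper gives a fold change of -1.6, and -1.22 was found here. It differed from the paper's under every alternative set before the data were examined.

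For the numbers of transcripts in each condition, the paper's values were read by eye from Fig. 2. The paper's criterion was rebuilt in part, so counts by the methods' t-test need not match its own. For transcripts called higher at 18/1 2 hr, the paper shows about 67 in Fig. 2, against 2 here, and the methods' t-test without adjustment gave 84, the alternative within 1.5 times the paper's. At 90/5 2 hr it shows about 730 in Fig. 2, against 369 here. No array block (1006), the methods' t-test without adjustment (754) and the omission of array 7 (863) came within 1.5 times. At 90/5 5 hr it shows about 300 in Fig. 2, against 5 here, and no alternative set before the data were examined came within 1.5 times, the methods' t-test without adjustment giving 181. For transcripts called lower, the paper shows about 330 in Fig. 2 at 18/1 2 hr, against 0 here by limma with Benjamini-Hochberg adjustment, with 129 by the methods' t-test without adjustment. It shows about 800 in Fig. 2 at 18/1 5 hr, against 3072 here, and about 1600 in Fig. 2 at 90/5 5 hr, against 2 here, with 396 by the methods' t-test without adjustment. For these 3 no alternative set before the data were examined came within 1.5 times. At 90/5 2 hr the paper shows about 650 in Fig. 2, against 359 here, and the filter within a condition (519) and the omission of array 7 Cy3 (440) or of array 7 Cy5 came within 1.5 times. All other alternatives set before the data were examined differed for these counts.

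The paper states that *Trpm6* was up-regulated in all conditions. Its mean was higher in all 4, with log2 fold changes of 0.38, 0.90, 0.51 and 1.24 at 18/1 2 hr and 5 hr and 90/5 2 hr and 5 hr, and it was called in 0 of them by limma with Benjamini-Hochberg adjustment. *Trpm6* at 18/1 5 hr was called with no background subtraction (log2 fold change 1.17), with no array block (0.90), without array 5 (1.52) and without array 5 Cy5 (1.07), and its lowest log2 fold change was 0.29, without array 6.

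The paper states that *GATA* isoforms were globally repressed by patterned activity. Of the 5 family members with at least 2 of 4 samples of each condition well above background, 4 were lower at 18/1 2 hr, 3 at 18/1 5 hr, 3 at 90/5 2 hr (5 without array 8) and 4 at 90/5 5 hr (2 without replicate 4), and those called by limma with Benjamini-Hochberg adjustment were *Gata5* and *Gatad2b* at 18/1 5 hr and *Gata5* at 90/5 2 hr. *Gatad2b* at 90/5 2 hr was also called with no array block (log2 fold change -1.05). *Gata4*, with 0 of 4 such samples at 90/5 2 hr, is not in this tally and had a log2 fold change of 0.04 at 18/1 2 hr, 0.22 at 18/1 5 hr and -0.14 at 90/5 5 hr.

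The paper presents the Rac pathway as oppositely regulated, active with the 18/1 and inhibited with the 90/5 pattern after 5 hr. Of the 28 Rac molecules of both tables, 8 were higher with the 18/1 and lower with the 90/5 pattern than in unstimulated neurons. The paper states that most transcripts raised by the 90/5 pattern at 2 hr were down-regulated by 5 hr. Against 90/5 2 hr, 73.7% were called lower, and against unstimulated neurons 0.271% were. Of all genes, 2 were called lower than in unstimulated neurons at 90/5 5 hr, so the second share could not be large. It does not show that these transcripts stayed at or above the unstimulated level. The 272 called lower than at 2 hr, chosen in part on the 90/5 5 hr samples, had a median log2 fold change of -0.21 there against unstimulated neurons.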

Other observations

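The tests of the immediate early genes were chosen after the data were seen, and the tests of shared unstimulated samples, of other splits and of a weak colour were set before. The regroupings of whole arrays, the test of shared unstimulated samples by limma and the use of simulations to judge chance were chosen after the results were seen. The test of arrays for the Rac list was narrowed to that list after its result was seen.

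A list of 18 immediate early genes, of which 16 could be measured in the fit with the filter within a condition and some are named in the paper, was written down to ask whether they rise as a group. Their median log2 fold change was 1.14 at 18/1 2 hr (14 of 16 higher), 0.65 at 18/1 5 hr (12 of 16), 1.42 at 90/5 2 hr (14 of 16) and 1.41 at 90/5 5 hr (13 of 16). Among 10000 random lists matched for size and signal, these medians were at percentiles 100, 99.5, 100 and 100, and by limma's fry the adjusted p was at most 0.00079 in the 4 conditions. By limma with Benjamini-Hochberg adjustment over all genes, 3, 7, 8 and 5 were called higher and 0, 2, 0 and 0 lower, and over the list alone 8, 7, 10 and 11 higher and 0, 2, 0 and 0 lower. At 18/1 5 hr the median was 0.13 without array 6 and 0.84 without array 5. A rise of immediate early genes with both patterns may therefore be present on all 3 slides, including where few genes were called in all.

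Whether these genes differ between the patterns stays open. The median log2 difference, 90/5 minus 18/1, was 0.24 at 2 hr (10 of 16 higher) and 1.01 at 5 hr (13 of 16 higher), with an adjusted p of 0.051 and 0.0762 by limma's cameraPR and of 0.0952 and 0.00547 by fry. With each sample or array left out in turn, the median ran from 0.10 to 0.43 at 2 hr and from 0.53 to 1.23 at 5 hr. The comparisons cross slides, so the pattern and the arrays cannot be told apart.

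The unstimulated samples are shared by all fold changes, which could by itself give genes that move alike in all conditions. In simulations of unchanged conditions with equal spread in all arrays, the methods' t-test without adjustment called 6.75 genes higher and 15 lower in all 4 on average, with ranges of 2 to 13 and 9 to 20, and observed were 11 and 18. With the spread of each array the averages were 0 and 0.8. Equal spread also gave 557 to 626 genes by that t-test at 18/1 2 hr, where 213 were found, so it was too wide for that condition. The correlation of the fold changes at 18/1 2 hr and 90/5 5 hr was 0.431, between the simulated 0.502 with equal spread and 0.266 with the spread of each array. Since the outcome turns on a spread that 2 arrays per condition do not fix, shared controls and shared regulation cannot be told apart for the genes of that t-test. For the 2 genes called higher in all 4 by limma, *Nr4a1* and *Rgs2*, shared controls are excluded as the whole cause: the simulations gave at most 0 such genes with either spread, and all 16 stimulated samples were at 12.4 to 14.2 and 13.0 to 14.7 on the log2 scale, against 8.00 to 8.81 and 10.0 to 10.3 in the unstimulated samples.

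Other groupings of the samples were fitted for each count. Of 34 splits, 2 gave as many genes as the real one at 18/1 2 hr and 2 at 90/5 5 hr, and 1 did, the real one, for each of the other 8 pairs of conditions. The samples of an array are alike, and the splits that keep arrays whole number 3 with the real one, too few to decide. In 20 simulations of unchanged conditions with each spread, limma called at most 32 genes between 90/5 2 hr and 18/1 5 hr and at most 3 in any other pair. With no other split giving as many and no simulation reaching the count, noise that is separate for each gene can be excluded for those 8 pairs. The simulations held no differences between arrays that many genes share, so they cannot exclude such differences. Among the 8 pairs is 90/5 2 hr against 18/1 5 hr, whose 1336 genes fall to 0 by limma on the means of arrays (3165 at an unadjusted p under 0.05 on the samples). Another is 90/5 5 hr against 18/1 2 hr. Its 4 genes fall to 0 by limma under other scalings or with saturated probes left out (288 at an unadjusted p under 0.05 otherwise). For the 7 genes at 90/5 5 hr the simulations gave at most 0, but another split gave as many, so chance cannot be excluded for this count. For the 2 genes at 18/1 2 hr, *Nr4a1* and *Rgs2*, another split also gave as many and the simulations at most 0. Their values argue against chance (adjusted p = 4.5e-07 and 1.46e-05, limma). The 4 samples of 18/1 2 hr were at 12.4 to 13.3 for *Nr4a1*, against 8.00 to 8.81 in unstimulated neurons. For *Rgs2* they were at 13.1 to 13.9, against 10.0 to 10.3. Of 100 regroupings of all samples, 1, the real one, gave as low a share of genes called in no condition and 1 as many genes higher in all 4, while all 100 gave as many lower in all 4, where the count is 0 by limma. The simulations gave 100% called in no condition and at most 0 genes higher in all 4. Noise that is separate for each gene can therefore be excluded for the first 2 results and cannot for the third. Of 100 regroupings that keep arrays whole, 5, 11 and 100 did, but these carry the differences between conditions into other groups and decide nothing. For the median of the Rac molecules of both tables, 6 of 34 splits were as far from 0 at 18/1 5 hr, 1 at 90/5 5 hr and 1 between the patterns at 5 hr. Too few splits keep arrays whole, so chance cannot be excluded for these medians.

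The Rac molecules follow the difference between arrays 7 and 8 of the same condition: over the members from both tables, array 8 minus array 7 had a correlation of 0.871 with 18/1 5 hr minus unstimulated neurons. Array quality on slide 2 is therefore a candidate explanation for their differences between the patterns at 5 hr.

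Replicate 3 of 90/5 5 hr lay apart from the other samples of its condition. Its median spot was 2.66 times as bright as its background, the lowest of its condition. The SD of its deviations was 0.592 in the dimmest, 0.716 in the middle and 0.582 in the brightest 3rd of the genes, on the log2 scale. For the other replicates it was 0.23 to 0.37. The SD in the dimmest genes was 1.02 times that in the brightest, so the deviations were not confined to dim genes. The spot filter had already left out the dimmest spots, so a weak signal in its colour is not excluded as a cause. A difference in the pooled cultures or in their handling was not tested.

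Genes that the paper discusses from other assays had these values on the arrays, in the order 18/1 2 hr, 18/1 5 hr, 90/5 2 hr and 90/5 5 hr. *Pim1* had log2 fold changes of 0.28, 1.16, 0.22 and 0.36 (standard error 0.50 each, not called), and at 18/1 5 hr 2.46, called, without array 6 and -0.15 without array 5. *Nfkbie* had 0.37, -0.77, -0.01 and 0.89 (standard error 0.31 each, not called). At 5 hr it was higher with the 90/5 than with the 18/1 pattern (log2 difference 1.66, standard error 0.31, adjusted p = 0.000278, limma), across slides. At 18/1 5 hr it was called without array 6 (-1.34), array 6 Cy3 (-0.89) or unstimulated replicate 3 (-0.92). Without array 5 its log2 fold change there was -0.19. The fall at 18/1 5 hr, and with it part of the difference between the patterns, therefore rests on array 5. *Bcor* had 0.31, 1.71, 0.76 and 0.93 (standard error 0.43 each) and was called at 18/1 5 hr (adjusted p = 0.00463, limma with Benjamini-Hochberg adjustment), though not without array 5 (1.29). *Fos* had 3.36, 4.00, 4.44 and 4.32 (standard error 0.44 each) and was called in all 4, with adjusted p = 0.00184, 8.16e-06, 1.5e-05 and 3.5e-05 (limma), though at 18/1 2 hr not without array 1 (3.40), array 2 (3.33) or array 3 (3.31).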
